# Immune-Related Transcriptional Responses to Parasitic Infection in a Naturally Inbred Fish: Roles of Genotype and Individual Variation

**DOI:** 10.1093/gbe/evx274

**Published:** 2018-01-11

**Authors:** Rebecca Jane Pawluk, Tamsyn M Uren Webster, Joanne Cable, Carlos Garcia de Leaniz, Sofia Consuegra

**Keywords:** *Kryptolebias marmoratus*, transcriptome, *Argulus foliaceus*, immune response, inbreeding

## Abstract

Parasites are strong drivers of evolutionary change and the genetic variation of both host and parasite populations can co-evolve as a function of parasite virulence and host resistance. The role of transcriptome variation in specific interactions between host and parasite genotypes has been less studied and can be confounded by differences in genetic variation. We employed two naturally inbred lines of a self-fertilizing fish to estimate the role of host genotype in the transcriptome response to parasite infection using RNA-seq. In addition, we targeted several differentially expressed immune-related genes to further investigate the relative role of individual variation in the immune response using RT-qPCR, taking advantage of the genomic uniformity of the self-fertilizing lines. We found significant differences in gene expression between lines in response to infection both in the transcriptome and in individual gene RT-qPCR analyses. Individual RT-qPCR analyses of gene expression identified significant variance differences between lines for six genes but only for three genes between infected and control fish. Our results indicate that although the genetic background plays an important role in the transcriptome response to parasites, it cannot fully explain individual differences within genetically homogeneous lines, which can be important for determining the response to parasites.

## Introduction

Parasites are one of the strongest drivers of evolutionary change, influencing the abundance, distribution and genetic variability of their hosts (Ebert and Hamilton 1996). The genetic composition of both parasites and hosts can change as a result of co-evolution between parasite virulence and host immune resistance (Hamilton 1980). In this sense, the Red Queen Hypothesis predicts that parasite-mediated selection against hosts with common genotypes should help maintain high genetic variability in the offspring (Morran et al. 2011), thereby providing a potential explanation for the maintenance of sexual reproduction despite the costs of producing males (Howard and Lively 1994; Morran et al. 2011). Since the immune response against parasites involves costs and life-history trade-offs (Sheldon and Verhulst 1996; Lochmiller and Deerenberg 2000), hosts need to optimize their defence mechanisms, for example by developing long-term immunity only to certain parasites (e.g., those with high transmission rates and intermediate virulence; Boots and Bowers 2004). Parasites, in turn, can develop local adaptations to the hosts’ most common genotypes, exhibiting greater fitness in local than in allopatric hosts (Greischar and Koskella 2007). The extent to which parasites can be locally adapted will largely depend on migration rates exhibited by both hosts and parasites (Gandon et al. 1996), their genetic background (Andrade et al. 2002), but critically, also on the interactions between host and parasite genomes (Lambrechts et al. 2006).

Environmental conditions influence the presence and abundance of hosts and their parasites, thereby shaping the composition of parasite communities (Evans and Neff 2009; Eizaguirre and Lenz 2010). However, host resistance seems to be influenced by only a few loci and their epistatic interactions and this may depend more on the genotype combination of hosts and parasites than on the environment (Wilfert and Schmid-Hempel 2008). The host genotype can modulate parasite fitness, infection patterns, and virulence by influencing the strength and direction of selection on parasite evolution (De Roode and Altizer 2010). For example, in the snail *Biomphalaria glabrata*, genetic background can influence responses to infection by the castrating parasite *Schistosoma mansoni* as well as the parasite’s reproductive success (Tavalire et al. 2016). In Chagas disease, which has a variable spectrum of pathology caused by *Trypanosoma cruzi*, parasite distribution between tissues depends in part on the genetic makeup of the parasite, but largely differs depending on the host’s genotype (Campbell et al. 2004), specifically on host’s loci involved in the modulation of the infection (e.g., the genes of the Major Histocompatibility Complex or MHC—Andrade et al. 2002).

Genotype-by-genotype interaction between hosts and parasites can result in increasing host genetic diversity, for example, allelic diversity in immune-related genes (Carius et al. 2001). The highly polymorphic MHC genes are probably the most studied in host–parasite genotype interactions (Bernatchez and Landry 2003). However, the MHC-based adaptive immune response can be a relatively slow response to infection (Acevedo-Whitehouse and Cunningham 2006), and it does not fully explain host resistance (Rauch et al. 2006b). Growing evidence suggests that the innate immune response plays a central role in the interactions between host and parasite genotypes, as it has a tight relationship with acquired immunity (Magnadóttir 2006) and provides a more immediate form of defence against pathogens, which could act within hours of infection (Rauch et al. 2006a).

Specific interactions between host and parasite genotypes also manifest as variation in gene expression when, for example, different parasite genotypes elicit variable responses in the host transcriptome (Barribeau et al. 2014). Differences in immune gene expression have been observed in response to infection by different parasite genotypes in several organisms, including bumble bees (Barribeau et al. 2014) and sticklebacks (Haase et al. 2014). Host-specific gene expression responses to parasite infection can be more challenging to identify, particularly in vertebrates where individual genetic variability confounds interpretation. Laboratory inbred mice lines, along with other model organisms, are commonly used to help understand the role of host genetic background in response to infection (Srivastava et al. 2009) and the influence of allele-specific variation on transcript abundance (Keane et al. 2011). However, the extent to which results from model organisms can explain processes ocurring in natural populations is debatable, and it is recognized that evolutionary mutant models (organisms with particular traits of interest that have developed over generations of natural, instead of artificial, selection) can provide additional insights into the genetic factors and gene-by-environment interactions that affect the immune response (Albertson et al. 2009). With this in mind, we took advantage of the self-fertilizing and naturally inbred mangrove killifish (*Kryptolebias marmoratus*) to examine the relative roles of genotype versus individual variation in the immune-related transcriptome response of the host to parasite infection.

## Materials and Methods

### Study Species and Experimental Design

We used two different *K. marmoratus* selfing lines (R and DAN) originating from Belize that have undergone at least 30 generations of self-fertilization (Ellison et al. 2013). Fish were reared in individual aquaria (12×8×8.5 cm^3^) containing 750 ml of brackish water (14 ppt salinity, constituted from dechlorinated water and marine-filtered water) under controlled conditions (12:12 h light:dark photoperiod, 24 °C). Eighty 8-month-old *K. marmoratus* were selected from the two lines (40 DAN and 40 R). Twenty fish from each line were size-matched and were individually infected with a single *Argulus foliaceus* (an ectoparasitic freshwater louse) following Stewart et al. (2017), whereas the other 20 from each line were unexposed to the parasite to serve as controls. The culture of *A. foliaceus* originated from carp (*Cyprinus carpio*) caught in a still water fishery in North Lincolnshire, July 2014, and thereafter was maintained on *Gasterosteus aculeatus* (three-spined sticklebacks) at Cardiff University as detailed in Stewart et al. (2017). *A. foliaceus* is a generalist parasite that tends to spend variable periods away from the host, often resting on the substrate and can be monitored visually without anesthetizing the fish. The attachment of the parasites was facilitated by manually placing a single *Argulus* on each fish’s skin, allowing for suction by the parasite to the body surface and afterwards the presence of the parasite attached to the fish was visually monitored every 2 h. Fish size was not significantly different between lines (DAN mean size = 14.8 mm, SD = 0.027; R mean size = 14.3 mm, SD = 0.012; Mann–Whitney U = 287.000; *P *=* *0.984) and *Argulus* successfully attached to all exposed fish, with attachment times varying between 18 and 48 h. Attachment times (grouped by 6 h intervals) did not differ between lines (Kruskal–Wallis chi-squared = 1.52 df = 4, P = 0.822). After 48 h approximately 50% of the fish were still infected and the experiment was terminated, all fish were humanely euthanized, stored in RNA later and frozen at −80°C prior to RNA extraction and library preparation.

#### RNA Extraction, Library Construction and Sequencing

For transcriptomic analyses, we selected fish that had remained infected for 48 h. Total RNA was extracted from 20 whole individuals (5 R controls, 5 DAN controls, 5 R infected individuals, 5 DAN infected individuals) using the Bioline Isolate II RNA mini kit (Bioline, London, United Kingdom) according to the manufacturer’s instructions. The concentration and quality of RNA in each sample was determined using a NanoDrop 2000 Spectrophotometer (NanoDrop Technologies, USA) and a Qubit fluorometer. Library construction was completed using the Illumina TruSeq kit v2 according to the manufacturer’s instructions (Illumina, San Diego, CA) using 500-1,000 ng of RNA. The concentration and quality of the libraries were determined using the Qubit (Invitrogen) and Bioanalyzer 2100 (Agilent Technologies). All samples were sequenced (126 bp paired end) on an Illumina HiSeq2500 platform (Illumina, San Diego, CA, USA). Samples were pooled for library construction when RNA concentrations were <500 ng resulting in four pool groups of three fish (control DAN, control R, infected DAN, infected R), one pool of two fish (infected R) and six fish individually sequenced (two of each control DAN, control R, infected DAN).

#### Transcriptome Assembly and Annotation

Raw sequences were processed using Trimmomatic, version 0.33 (Bolger et al. 2014), to ensure Illumina adapter sequences were removed and poor quality 3′ ends were trimmed using a sliding window (*Q* > 20). De novo transcriptome assembly was conducted with reads from all combined samples using Trinity version r2013-02-25 (Grabherr et al. 2011; Haas et al. 2013), encompassing an initial in silico normalization with an optimized *K* value of 40. The final transcriptome assembly was annotated using Blastx (Altschul et al. 1990) against Ensembl peptide databases for zebrafish, medaka, stickleback, mice, and humans using an *e*-value cutoff < 1e−5. Most of the annotations were from zebrafish. Additional annotation of the remaining unidentified sequences was conducted using Blastn against NCBI refseq databases in order to obtain as many annotated sequences as possible.

#### Differential Gene Expression Analysis and Functional Analysis

In addition to the samples that were sequenced as pools due to low RNA concentration, three sequence pools were made from the individually sequenced samples (two control fish DAN, two infected fish DAN, and two control fish R) to ensure a balanced number of pooled samples per treatment (i.e., two pools for each one of the DAN and R infected and control groups, each pool consisting of two and three individuals, respectively). As the number of reads were similar between pairs of individuals to be pooled (Supplementary material table S1), we randomly down-sampled the sequence reads of the largest library of each pair to the size of the smallest one, using the functions cut (to downsize) and cat (to pool). Bowtie2 v.2.0.2 (Langmead and Salzberg 2012) was used to align reads from all pools against the final transcriptome assembly, using the K 1 parameter to report a single best hit for each read. Following alignment, read counts for each transcript were generated using idxstats in Samtools v.1.2, (Li et al. 2009).

The EdgeR package (Robinson et al. 2010) was used to calculate significant differences in gene expression between infected and non-infected groups of fish from the two different selfing lines (DAN and R) using treatment and line as factors, via a quasi-likelihood negative binomial generalized log-linear model (glmQLFTest). Only transcripts with >4 reads were considered and prior to the analysis tagwise dispersion was used to moderate the degree of over-dispersion amongst transcripts using the recommended prior, df, of 10. Transcripts with FDR < 0.05 and *P* < 0.001 were considered to be differentially expressed (DE). In addition, a Gene ontology (GO) enrichment analysis was completed for DE transcripts, using the Database for Annotation, Visualization and Integrated Discovery, version 6.8 (DAVID) (Dennis et al. 2003).

#### RT-qPCR Analysis

To further assess the role of individual variation versus genetic background in the gene expression in response to infection, we selected a group of immune-related genes from the transcriptome analyses which were analyzed using real-time quantitative PCR (RT-qPCR) in 48 fish (24 DAN and 24 R, including 9 of the fish sequenced for RNA-seq, of which there were 9 controls and 15 infected fish from each line). Four immune-related genes were selected among those DE (*MHC I-uka*, *MHC II-dab*, *CD4-1*, and *CXCL 11.8*; FDR < 0.05 and *P* < 0.0001) and five more based on *P* < 0.05 (*LECT2*, *C7*) or fold change >2 (*AHSA1B*, *FGG* and *IRGF1*) (Supplementary material S1, tables S2 and S3). *18S rRNA* and *EF1a* were used as reference genes following previous work (Olsvik et al. 2005; Small et al. 2008; Rhee et al. 2010). Specific primers for immune targets were designed using NCBI primer-BLAST (Ye et al. 2012), followed by Beacon designer (ver. 2.1, PREMIER Biosoft) to check for the absence of secondary structure. For this analysis, RNA from 48 fish (15 infected fish from each line and 9 control fish from each line) was extracted as described earlier. The concentration and purity of RNA in each sample was determined using a Qubit fluorometer and a NanoDrop 2000 Spectrophotometer. Total RNA (2 µg) was first treated with DNase (Promega), then reverse transcribed with GoScript Reverse Transcriptase (Promega, Medison, Wisconsin) using 10 µM random hexamer primers (MWG-Biotech).

All primer optimization and amplification reactions were completed using 5 µl SYBR green Supermix (Biorad), 3.5 µl water, 0.25 µl forward primer (10 µM), 0.25 µl reverse primer (10 µM) and 1 µl cDNA per sample. A CFX96 Touch Real-Time PCR Detection System (Biorad) was used to run samples using the following protocol: 95 °C for 10 min; 40 cycles of 95 °C for 10 s, 60 °C for 45 s; 95 °C for 1 min; 55 °C for 1 min; 80 cycles starting at 55 °C for 10 s with a melting curve program of 55–95 °C and a heating rate of 0.5 °C every 10 s. The annealing temperature was adjusted accordingly to optimize primer efficiency for each target gene (Supplementary material S1, table S4). PCR efficiencies (*E* = 10^[^^−^^1/slope]^) for each primer pair were derived from standard curves (mean quantification cycle (Cq) vs. log cDNA dilution) using a 2 or 10-fold dilution series with pooled cDNA. All optimized primer pairs had efficiency values between 89.5 and 119.2, and standard curve *R*^2^ values > 0.95 (Supplementary table S4). Melt curve analysis confirmed the specific amplification of a single PCR products in each case. Following primer optimization all samples (diluted at 1:2) were run in triplicate for each gene in accordance with the sample maximization method (Hellemans et al. 2007). Samples displaying non-specific amplification (contaminant melt peaks) or high variation in Cq values between technical replicates (standard deviation—SD—>1.0) were removed from the analysis.

BestKeeper (Pfaffl et al. 2004) was used to estimate the stability of the reference genes. Mean Cq values were extracted for all samples and the relative expression of each gene was calculated using the comparative 2^−^^ΔΔC^^*t*^ method including gene-specific efficiency correction (Pfaffl 2001), and normalizing to the geometric mean for reference genes (Vandesompele et al. 2002; Hellemans et al. 2007).

#### Data Analysis

Differences in individual gene expression between groups (fish from different lines and treatment) were initially assessed with a generalized linear model using the function *glm* in R version 3.4.0 and a Gaussian link function. The full model included infection status (yes/no) and genetic background (line) as fixed factors plus their interactions. Model selection was carried out based on AIC (Akaike Information Criterion) and log-likelihood (LR) ratio analyses. Generalized Linear Mixed-effects models (GLMM) of the combined gene expression for the target genes were fitted using the *lmer* function in the R package *lme4* (Bates et al. 2014) using individuals as random effects. Comparisons between models with and without random factors were carried by AIC comparisons with respect to the GLMM fitted by Maximum Likelihood. Variances between groups were compared using the Fligner–Killeen test of homogeneity of variances (Conover et al. 1981). All analyses were run on R version 3.4.0 (R Core Team 2014).

## Results

### Transcriptome Comparison between Treatments

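The mangrove killifish, Kryptolebias marmoratus, reproduces by self-fertilization, and DAN and R are inbred lines kept by selfing. Fish of both lines were exposed to Argulus foliaceus, a crustacean fish louse, for 48 h or were left uninfected, and RNA from whole fish was sequenced. The data are 8 libraries in 4 groups (DAN control, DAN infected, R control and R infected), with 2 libraries per group, called replicate 1 and replicate 2 after the smaller and the larger pool in the sample labels, each a pool of 2 or 3 fish. The authors assembled the trimmed reads with Trinity, aligned each library to that assembly with Bowtie2, kept 1 hit per read and counted the reads per transcript with SAMtools. The deposited values are these counts, without normalization, for Trinity transcripts named after the best match among Ensembl proteins. They add up to 25008874 (R control replicate 1) to 85077215 (DAN infected replicate 2) counts per library, with a median of 40604505.

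A transcript was used where the mean log2 CPM (counts scaled to the total of the library) and the 3 log2 fold changes recomputed from its counts lay within 0.5 and within 1 of the values that the authors deposited beside them. This left 58200 transcripts, all of which had more than 1 CPM in at least 4 libraries, the filter of the script in Figure S4. Differential expression was tested as in that script, with edgeR's quasi-likelihood test after TMM normalization, in a model of the 4 groups that leaves 4 residual degrees of freedom. A transcript was called DE at an adjusted p (Benjamini-Hochberg, FDR) below 0.05 and an unadjusted p below 0.001, which are the thresholds of the paper. The comparisons were those between any of the groups, R against DAN over both treatments, infected against control over both lines, the same contrasts within one line or one treatment, and the interaction of line and infection. Fold changes are on the log2 scale with their standard error (SE), and expression is given in CPM as mean ± SD.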

We assembled a de novo transcriptome of *K. marmoratus* from 294 million Illumina RNA-sequencing reads derived from the 20 fish from two different inbred lines (DAN and R) subject to two treatments (infection with *A. foliaceus* and non-infected control). The final assembly consisted of 291,771 transcripts with an average length of 1,136 bp and a N50 of 2,575 bp. Annotation against Ensemble databases resulted in a total of 67,822 annotated transcripts. 

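Every transcript of the immune genes that the paper names (mhc1uka, mhc2dab, cd4-1, cxcl11.8, c7, lect2l, fgg, irgf1 and ahsa1b) stood beside its own counts in the deposited table of 67822 transcripts. Of these transcripts, 56259 carried an Ensembl identifier and a gene name, and 54341 of the identifiers were those of zebrafish genes. The separate annotation table names 113134 transcripts. For 53991 transcripts (79.6%) the counts gave the deposited mean log2 CPM and the 3 deposited log2 fold changes within 0.0001. The other 13831 identifiers stood beside the counts of a different transcript, and the counts of all 13831 were found at the place that differs by the order in which the identifiers are sorted, with the separator after or before the digits. The 58200 transcripts that passed the comparison with the deposited statistics include 4209 (7.23%) that hold the counts of another transcript with similar values. The 9622 transcripts that were left out include 50 that the authors mark as DE.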

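Transcripts of 4 of the immune genes were among those that differed between the 4 groups, mhc2dab (adjusted p = 0.00485), mhc1uka (0.00690), cd4-1 (0.0117) and cxcl11.8 (0.0190 for the lower of its 2 transcripts). The same edgeR quasi-likelihood test gave smallest adjusted p-values of 0.390 for the 17 transcripts of c7, 0.461 for the 13 of fgg and 0.556 for the 2 of lect2l. Between any of the groups, 233 transcripts were DE, and 3191 had an unadjusted p below 0.05. Applied to every entry of the deposited table, whether or not its counts were its own, the same test called 276 transcripts, 232 of which the authors mark as DE under the same identifier. With the counts re-joined to their identifiers, an analysis added after the data were seen, it called the 276 that the authors mark, and 225 of these were also called among the 58200. The 276 transcripts that the authors mark carry 105 gene names. DESeq2 called 1165 transcripts, and edgeR with the replicate number as a block called 353. With a block for the kind of pool, added after the data were seen, edgeR called 1202 with the kinds of Table S1 and 1246 with those of the sample titles.

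The count of transcripts DE between any of the groups fell whichever pool was left out. Each such fit leaves fewer degrees of freedom, so a fall alone cannot show whether a single pool carried the count. It was 91 without DAN control replicate 1, 77 without DAN control replicate 2, 26 without R control replicate 1 and 0 without R control replicate 2. It was 78 without DAN infected replicate 1, 74 without DAN infected replicate 2, 0 without R infected replicate 1 and 5 without R infected replicate 2. In each of these fits 1 group is left with 1 library, which is assumed to vary like the libraries of the other groups.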

EdgeR analysis identified 276 DE genes between groups (FDR < 0.05; *P* < 0.001); (Supplementary material S1, table S3). Most of the differences were due to line (205 genes were DE when only differences between lines were considered). 

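The strongest evidence for a difference between lines came from genes of several kinds. Ranked by p among genes with a name, the first 10 were taf13, a subunit of a general transcription factor, mhc2dab, the sulfotransferase sult6b1, the dehydrogenase dhrs11a, mhc1zba, aste1, tdp2b, the claudin cldn7a, the immunity-related GTPase irge4 and trim35-39. The transcript of taf13 was lower in R (log2 fold change -4.66, SE 0.26, adjusted p = 6.1e-04 from edgeR's quasi-likelihood test), at 464 ± 69.0 CPM in DAN and 18.4 ± 1.05 CPM in R (SD, n = 4 libraries). Those of sult6b1 (log2 fold change 4.77), dhrs11a (4.37), tdp2b (8.04), cldn7a (3.81) and trim35-39 (4.27) were higher in R, and that of aste1 (-2.81) was lower. For sult6b1, dhrs11a, tdp2b and trim35-39 the counts summed over all transcripts of the name did not pass the test (log2 fold changes of the sums 0.64, 0.30, 0.59 and 0.32).

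Between lines, 637 transcripts were DE, 229 higher in R and 408 lower, and 4510 had an unadjusted p below 0.05. DESeq2 called 1304, among them all 637. In controls alone 174 transcripts differed between the lines (100 higher in R, 74 lower; DESeq2 675, 301 higher and 374 lower), and in infected fish 212 (103 higher, 109 lower; DESeq2 783, 277 higher and 506 lower). All 174 were also called over both treatments, and 152 of them were called in infected fish. With the replicate number as a block, the count in infected fish was 330. With a block for the kind of pool, added after the data were seen, the count between lines was 1264 (526 higher in R, 738 lower) with the kinds of Table S1 and 1591 (902 higher, 689 lower) with those of the sample titles, so the balance of directions depends on the source. In controls it was 1178 with either (883 higher in R, 295 lower), and in infected fish 538 (177 higher, 361 lower) and 491 (197 higher, 294 lower).

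Without DAN control replicate 1, DAN control replicate 2, R control replicate 1 and R control replicate 2 in turn, 372, 232, 255 and 138 transcripts were DE between lines. Without DAN infected replicate 1, DAN infected replicate 2, R infected replicate 1 and R infected replicate 2 the counts were 271, 166, 118 and 128. The balance of directions depends on the libraries, since 203 of 372, 150 of 232, 182 of 271 and 121 of 166 were higher in R without DAN control replicate 1, DAN control replicate 2, DAN infected replicate 1 and DAN infected replicate 2, while most were lower when 1 of the R libraries was left out. In the same order of the 8 libraries, the counts in controls were 18, 14, 0, 0, 94, 95, 20 and 23, and those in infected fish were 99, 108, 68, 78, 18, 11, 0 and 0.

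**Figure D1:**
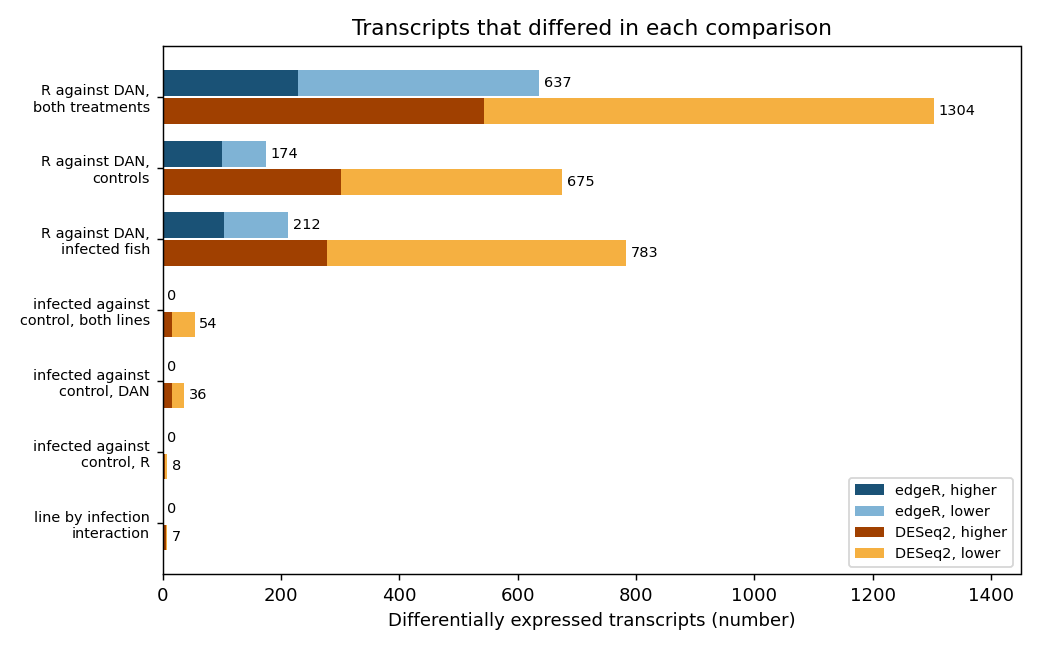
Number of DE transcripts in each comparison by edgeR's quasi-likelihood test and by DESeq2, at the same thresholds. Bars start at 0 and are divided into transcripts higher and lower in R, or in infected fish, with the total beside each bar, such as 637 and 1304 between lines.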

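Libraries of the R line lay together and those of DAN lay apart from them and from one another. The distance between a pair of libraries was the root mean square of its 500 largest log2 differences in CPM, with a prior count of 2. It averaged 4.42 over the 16 pairs of a DAN and an R library, 3.71 over the 6 pairs within DAN and 2.70 over the 6 pairs within R. Libraries of the same line but of different treatment were 3.16 apart on average (8 pairs), which is less than the 3.28 between the 2 libraries of one group (4 pairs). By the factors of Table S1, 3 of these 4 pairs join pools of different kinds, against 4 of the 8, so that the comparison, looked at by kind of pool only after the data were seen, mixes treatment with the kind of pool. The infected R libraries, of the same kind, were 2.21 apart. They lay 2.94 and 2.73 from the R control of their kind by Table S1, and 2.84 and 2.26 from the other R control, which is the one of their kind by the sample titles. Distances between lines were 1.38 times those within lines. Among the 35 splits of the 8 libraries into 4 and 4, the highest ratio of another split was 1.13. The share of splits with a ratio at least as high gave p = 0.0286 (exact permutation test), the smallest that this design allows. The ratio between infected and control libraries was 0.953 (exact permutation test, p = 0.714, which takes no account of the kind of pool).

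**Figure D2:**
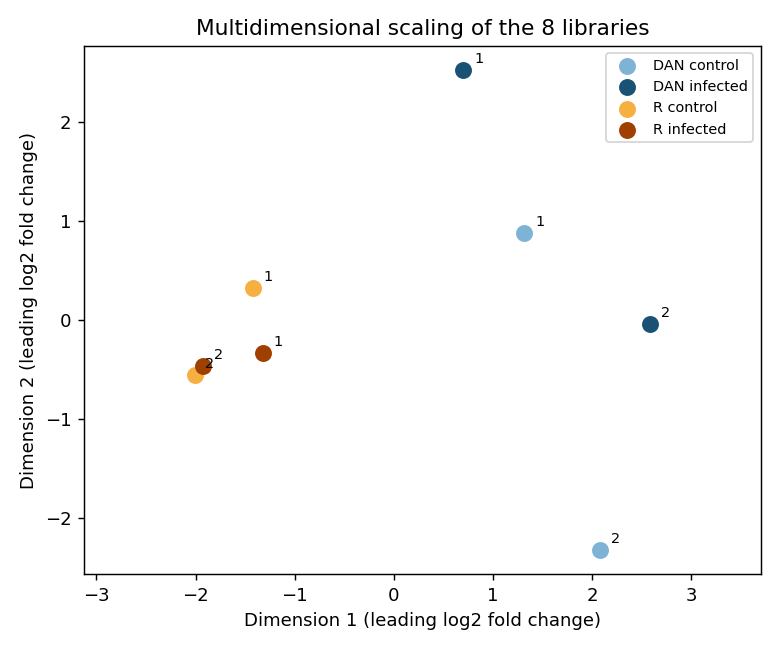
Multidimensional scaling of the 8 libraries by leading log2 fold change, one point per library, coloured by group and numbered by replicate. Both axes are in log2 fold change, and the 4 R libraries lie on the negative side of dimension 1 and the 4 DAN libraries on the positive side.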

MDS grouping and a heat map indicated greater differentiation between lines than between treatments (fig. 1 and Supplementary material S2, fig. S1). The DE genes included several immune-related genes (*C7, MHC I-uka, MHC II-dab, CD4-1*) as well as genes involved in response to bacteria (*LECT2*) and inflammation (*CXCL11.8*).

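Single transcripts of MHC genes, of cd4-1 and of a chemokine differed between lines, while the list of antigen processing genes did not (12 of 15 genes positive, adjusted p = 0.240 from camera with a preset correlation and 0.801 with an estimated one). One transcript of mhc2dab was higher in R (log2 fold change 6.35, SE 0.37, adjusted p = 6.10e-04 from edgeR's quasi-likelihood test), as was one of mhc1uka (4.82, SE 0.32, adjusted p = 8.76e-04). The single transcript of cd4-1, the T cell co-receptor that binds MHC class II, was lower in R (-2.48, SE 0.31, adjusted p = 0.0116). Both transcripts of the chemokine cxcl11.8 were also lower in R (-4.73, SE 0.42, adjusted p = 0.00258, and -4.11, SE 0.36, adjusted p = 0.00245). The complement gene c7 and lect2l, the gene annotated here as LECT2, were lower in R in all their transcripts, but none passed edgeR's thresholds. DESeq2 called some transcripts of c7 and both of lect2l, and edgeR with the replicate number as a block called c7, as given below. In CPM, mhc2dab had 3.57 ± 1.23 in R and 0.0532 ± 0.0390 in DAN, and mhc1uka had 155 ± 57.0 in R and 5.37 ± 1.76 in DAN (SD, n = 4 libraries each). Every R library was above every DAN library for both transcripts. As fold changes of gene totals, mhc1uka kept a difference (3.46, adjusted p = 9.15e-04) and mhc2dab did not (0.20, adjusted p = 0.982).

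**Figure D3:**
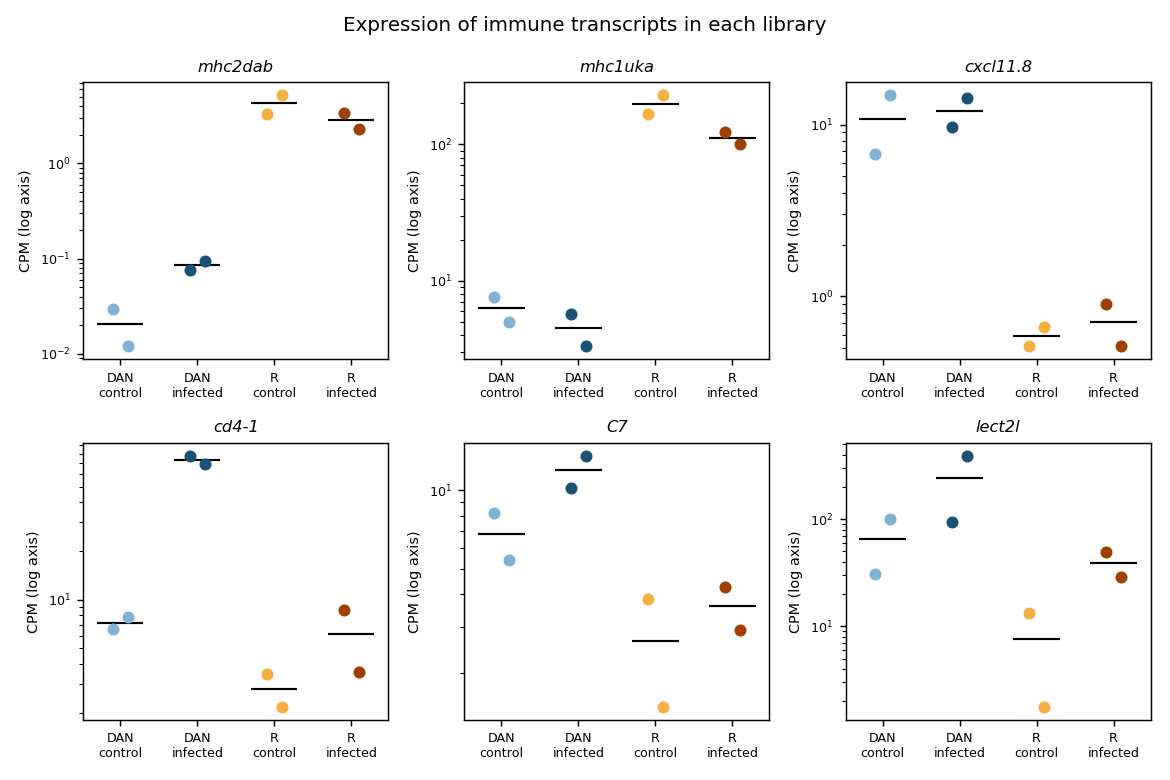
CPM of one transcript of each of 6 immune genes in the 8 libraries, on a log axis. Points are libraries and lines are the means of the 2 libraries of a group; for mhc1uka the R libraries lie between 101 and 230 CPM and the DAN libraries between 3.29 and 7.53 CPM.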

**Fig. 1.**
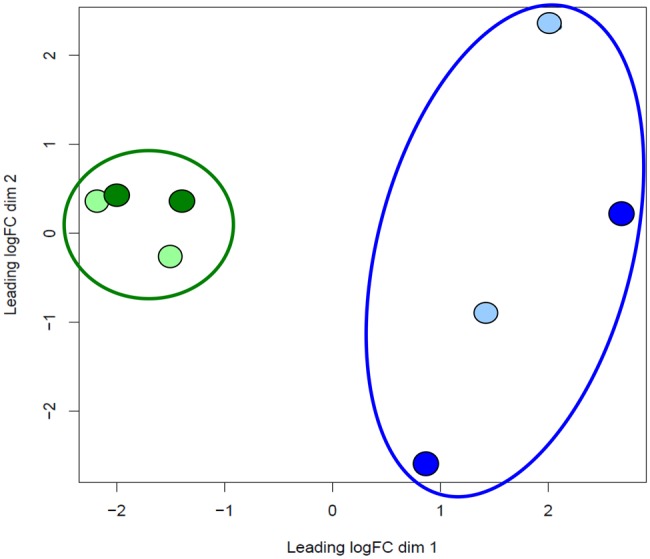
—Multidimensional scaling (MDS) plot of transcriptome analyses of four treatment groups of *K. marmoratus* (R control: Light green, R infected: dark green, DAN control: light blue, DAN infected: dark blue).

#### Functional Analysis of Treatment Group Differences

Functional analysis of DE genes revealed 23 enriched GO terms (*P *<* *0.1) (Supplementary material S1, fig. S2) and six annotation clusters, 13 of which were involved in immune response (Level: GO ALL). In addition to genes directly involved in immune response, many genes involved in membrane transfer and GTPase activity were highly enriched. 

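Interferon-inducible GTPases of both families in the annotation had DE transcripts, all lower in R. Of the immunity-related GTPases, irge4 was DE, and of the guanylate-binding proteins, gbp3 was DE with 2 transcripts (log2 fold changes between lines -3.96, SE 0.32, and -5.34, SE 0.58). The first had 2.49 ± 0.655 CPM in DAN and 0.151 ± 0.0352 CPM in R, and the second 2.19 ± 0.605 and 0.0408 ± 0.0472 CPM (SD, n = 4 libraries). Each family has 2 genes among the 14229 gene names with a tested transcript, of which 92 have a transcript that is DE between groups, so that 1 of 2 gives an adjusted p of 0.0387 in either family (one-sided Fisher's exact test, 9 families, Benjamini-Hochberg). The paper's list of DE transcripts from these counts had been seen when the plan was written. The p-values of the families, here and below, are thus not those of a choice made blind to the calls. The enrichment terms of the paper were not recomputed here.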

Functional classification confirmed that the major enriched gene families included the Major Histocompatibility Complex and Immunoglobulin families (Supplementary material S1, tables S5 and S6).

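Of the MHC class I genes 3 of 4 had a DE transcript (adjusted p = 9.37e-06, one-sided Fisher's exact test over 9 families), where those of mhc1uka and mhc1zba belong to one Trinity gene and may share reads. MHC class II had 1 of 3 (adjusted p = 0.0434). The TRIM family had 2 of 39 (adjusted p = 0.0472), the C-type lectins 1 of 9 (0.0851) and the chemokines and their receptors 1 of 20 (0.157). None of the 6 B cell and immunoglobulin genes and none of the 33 complement genes was DE between groups by edgeR's quasi-likelihood test (adjusted p = 1 for both). On the re-joined counts, 1 of 36 complement genes was DE (adjusted p = 0.245, the same Fisher's exact test). Counting transcripts in place of genes, 6 of 33 of MHC class I (18.2%), 3 of 4 of the immunity-related GTPases (75%) and 2 of 3 of the guanylate-binding proteins (66.7%) were DE, the C-type lectins (2.58e-04) and the chemokines (0.0136) passed the threshold and the TRIM family (0.0956) did not.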

#### Individual Gene Analyses

The stability of the reference genes was estimated by their SD and the correlation with the BestKeeper index. SD was 1.51 for *18 S rRNA* and 1.50 for *EF1a*, both were highly correlated (Pearson *r* = 0.944, *P* = 0.001) and displayed high correlation with the BestKeeper index (*18 S rRNA*: *r* = 0.986, *P* = 0.001; *EF1a*: *r* = 0.986, *P* = 0.001). Samples were tested for their expression stability using the intrinsic variance of expression (InVar) implemented in BestKeeper and five of them (two DAN and three  R) were excluded from the rest of the analyses based on their high (>3) overexpression values, as recommended in Pfaffl et al. (2004). Of the nine immune-related genes analyzed individually using RT-qPCR (*MHC I-uka, MHC II-dab, FGG, IRGF1, C7, CXCL11.8, CD4-1, LECT2*, and *AHSA1B*), five displayed significant differences either in expression between lines (*MHC II-dab*, *P* = 0.013; *IRFG1*, *P* = 0.037), infection status (*FGG*, *P* = 0.034), or both (*CD4-1 *line, *P* = 0.048, infection *P* = 0.011; *CXCL11.8*, line *P* = 0.0025, infection *P* = 0.016) (fig. 2). There were no significant interactions between the genetic background (line) and infection status in any case. The role of the individual immune response versus the genetic background (line) was estimated by analyzing the expression of all the nine target genes and of the five DE genes in relation to infection and line. Comparison among four models including and excluding interactions between line and infection, two of them including individual (ID) as random factor, indicated that the model which included infection, line and ID (but no interactions) provided the best fit to the data (lmer(Gexpress∼Line + Infect + (1ID))) when all the nine candidate genes were considered (AIC = 1045.6; *χ*^2^ = 3.8410, df = 1, *P* = 0.05), although considering ID as random factor did not improve the fit over the most basic model (lmer(Gexpress∼Line + Infect)) when only the five DE genes were considered (supplementary material S2, fig. S5, Supplementary Material online).

**Fig. 2.**
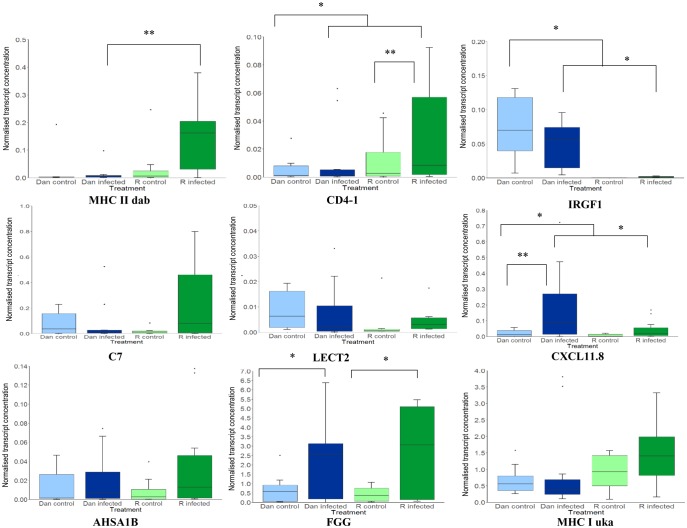
—Relative differences in expression (calculated using the comparative 2^−ΔΔC^^*t*^ method and analyzed using a Generalized Linear Mixed-effects model) of nine target immune-related genes. Four groups were analyzed using RT-qPCR: two lines—R (green) and DAN (blue), as well as two treatments—infected (dark) and control (light). Asterisks indicate significance *P<0.5, **P<0.01.

Six of nine genes (*IRGF1, CD4-1, MHC II-dab, AHSA1b, CXCL11.8*, and *LECT2*) displayed significant differences in variance between lines (supplementary material S2, fig. S3, Supplementary Material online). Of these, *MHC II-dab* and *CXCL11.8* additionally displayed significant differences in variance between treatments (infected vs. control). In addition, *FGG* displayed significant differences only between treatments (table 1). For all nine genes, the variance was higher within infected than control groups.

**Table 1:** Variance (Var) in Gene Expression Compared Between the Two Lines of *K. marmoratus* (R and DAN) and Treatments (Infection and Control) for Each One of Nine Immune-Related Target Genes, Analyzed Using RT-qPCR

	*MHC I*	*IRGF1*	*CD4-1*	*FGG*	*C7*	*MHC II*	*AHSAb1*	*CXCL11.8*	*LECT2*
Var line DAN	0.9531	0.1729	0.0003	2.6146	0.0158	0.0019	0.0005	0.0337	0.0007
Var line R	0.7725	0.0000	0.0012	3.9938	0.0914	0.0132	0.0016	0.0023	0.0000
*P* (between lines)	0.072	*3.321e−07*	*0.012*	0.627	0.057	*8.61e−05*	*0.038*	*0.018*	*0.008*
Var Control	0.2302	0.0418	0.0002	0.4798	0.0052	0.0059	0.0002	0.0003	0.0001
Var Infection	1.2466	0.1306	0.0010	4.2703	0.0755	0.0095	0.0014	0.0279	0.0006
*P* (between treatments)	0.096	0.109	0.154	*0.011*	0.102	*0.038*	0.769	*0.024*	0.447

Note.—Significant differences in italics (*P* < 0.05). The target genes chosen serve important immune functions including antigen presentation (*MHC I-uka, MHC II-dab, CD4-1*), membrane regulation and attack (C7 and *IRGF1*), clot formation (*FGG*), immune regulation and cell trafficking (*LECT2* and *CXCL11.8*) and the ATPase activity of heat shock proteins (*AHSAb1*). Variances between groups were compared using the Fligner-Killeen test of homogeneity of variances (Conover et al. 1981).

## Discussion

Evidence of the role of genotype-specific resistance and infectivity in maintaining the dynamics of the host–parasite arms race has been accumulating for both plants and animals over the last decades (Carius et al. 2001; Srivastava et al. 2009; Rodenburg et al. 2017). However, the importance of transcriptome variation in response to specific interactions between host and parasite genotypes has only received attention recently (Barribeau et al. 2014). Specific transcriptome responses to parasite infection can be difficult to identify in natural populations where there is high individual genetic variability. By using naturally inbred (selfed) fish reared under controlled conditions, we have been able to estimate significant differences in transcript expression between genotypes, as well as variance differences in gene expression which were significant between lines and treatments.

The parasite we used (an argulid) induces a consistent innate response with the addition of an adaptive response 7–10 days’ post-infection (Stewart et al. 2017). We found a number of DE genes, with higher levels of differentiation between selfing lines than between treatments (infected and controls fish). In addition, we examined several immune-related genes that displayed differential expression between lines and/or infection status, selected based on FDR < 0.05 and *P* < 0.05. In addition, as we had no a priori assumption of the number of DE genes that we would find in relation to infection and/or line differences, we used a threshold of fold change >2, which is often considered as a significant change in the expression of immune related genes in fish in response to infection (e.g., Purcell et al. 2004; Polinski et al. 2014; El Aamri et al. 2015), as the limit below which we were not further investigating a particular gene. 

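Genes were ranked by p between infected and control fish among those with a name that is neither a number nor a clone name. The first transcripts belong to a lectin, lipid metabolism and a T cell gene, and none of them passed edgeR's thresholds. Those of the lectin, CLEC17A, and of the T cell gene, cd4-1, come from 1 Trinity gene. Their reads may be shared, and either name is uncertain. In DESeq2 the clone-named si:dkey-205h13.2, left out of this ranking, had the smallest adjusted p (2.53e-15, log2 fold change 2.77). Among the ranked genes, a transcript annotated as CLEC17A, a C-type lectin, was first (log2 fold change 4.15, SE 0.49, adjusted p = 0.765 in edgeR and 1.19e-14 in DESeq2). Summed over the gene name the change was 1.53 (SE 0.25), with 2.67 in DAN and 0.39 in R. The transcript had 2.45 and 4.30 CPM in the DAN controls against 57.2 and 76.8 in infected DAN, and 0.384 and 0.156 in the R controls against 5.77 and 1.64 in infected R. The fatty acid desaturase fads2 followed with a negative change (-2.22, SE 0.29, adjusted p = 0.835; DESeq2 3.25e-07). The dimethylglycine dehydrogenase dmgdh had 13.9 ± 0.611 CPM in controls and 6.31 ± 1.16 in infected fish, and star, which carries cholesterol into mitochondria for steroid synthesis, 6.32 ± 0.544 and 3.00 ± 0.362 (SD, n = 4 libraries). Their adjusted p was 0.985 in edgeR and 0.00826 and 0.0157 in DESeq2. The same holds for snx10a (log2 fold change -1.47, but 0.37 for counts summed over the gene name; DESeq2 adjusted p 0.00166), ftr82 (-1.40; 0.00987) and URGCP (-1.24; 0.0414), while mslna (-0.89; 0.0767) passed in neither tool. The lysosomal nuclease dnase2 had a log2 fold change of 3.02 (SE 0.55; DESeq2 adjusted p 8.00e-06) and was higher in 4 of 4 infected libraries than in any control.

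In the same ranking, without clone names, transcripts of CLEC17A and fads2 were among the 10 genes with the smallest p in either line. In DAN, pck1, an enzyme of glucose synthesis, had 35.2 and 13.5 CPM in controls and 0.685 and 1.15 in infected fish (log2 fold change -4.68, SE 0.83, adjusted p = 0.999 from edgeR's quasi-likelihood test; DESeq2 7.30e-08). Also at the top in DAN were snx10a, setd2, otop2, ZC3H12A and sfpq, whose entry holds the counts of another transcript, all with negative changes of these transcripts. Summed over the gene name the change in DAN was 0.56 for snx10a, the other way, and 0.00 for ZC3H12A. In R, hmgcra, which limits cholesterol synthesis, had 106 and 26.4 CPM in controls and 4.26 and 3.49 in infected fish (-4.09, SE 0.68, adjusted p = 1; DESeq2 2.44e-07). For pck1 and hmgcra the interaction with line was 6.11 (SE 1.10) and -4.39 (SE 0.90), with an adjusted p of 1 in edgeR and of 1.41e-05 and 0.00387 in DESeq2. Other genes at the top in R were mthfd1a, cyp4t8, fam20a and F7, with negative changes, and adcyap1a, with a positive one. On the interaction they were setd2, odam, FOXK2, ANPEP, capn8 and slc6a19a.1, with positive values, and lpl and cfh, with negative ones.

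By edgeR's quasi-likelihood test, 0 transcripts were DE between infected and control fish over both lines, with 2348 at an unadjusted p below 0.05, 0 in DAN (2157), 0 in R (1088) and 0 for the interaction (823). DESeq2 called 54 (16 higher in infected fish, 38 lower), 36 (15 higher, 21 lower), 8 (4 higher, 4 lower) and 7 (6 higher, 1 lower). With a block for the kind of pool, added after the data were seen, edgeR called 1444 for the interaction (11 higher, 1433 lower) with the kinds of Table S1 and 0 with those of the sample titles, and 0 in the other comparisons with infection with either. In simulated counts of the same design edgeR found 66 of 66 transcripts changed 16-fold by infection, 57 of 67 changed 4-fold and 4 of 67 changed 2-fold, and within DAN 66 of 66, 28 of 67 and 0 of 67. The transcripts of CLEC17A and, in DAN, of pck1 had larger changes than 16-fold and were not called, so the simulated counts do not describe every transcript of these data.

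**Figure D4:**
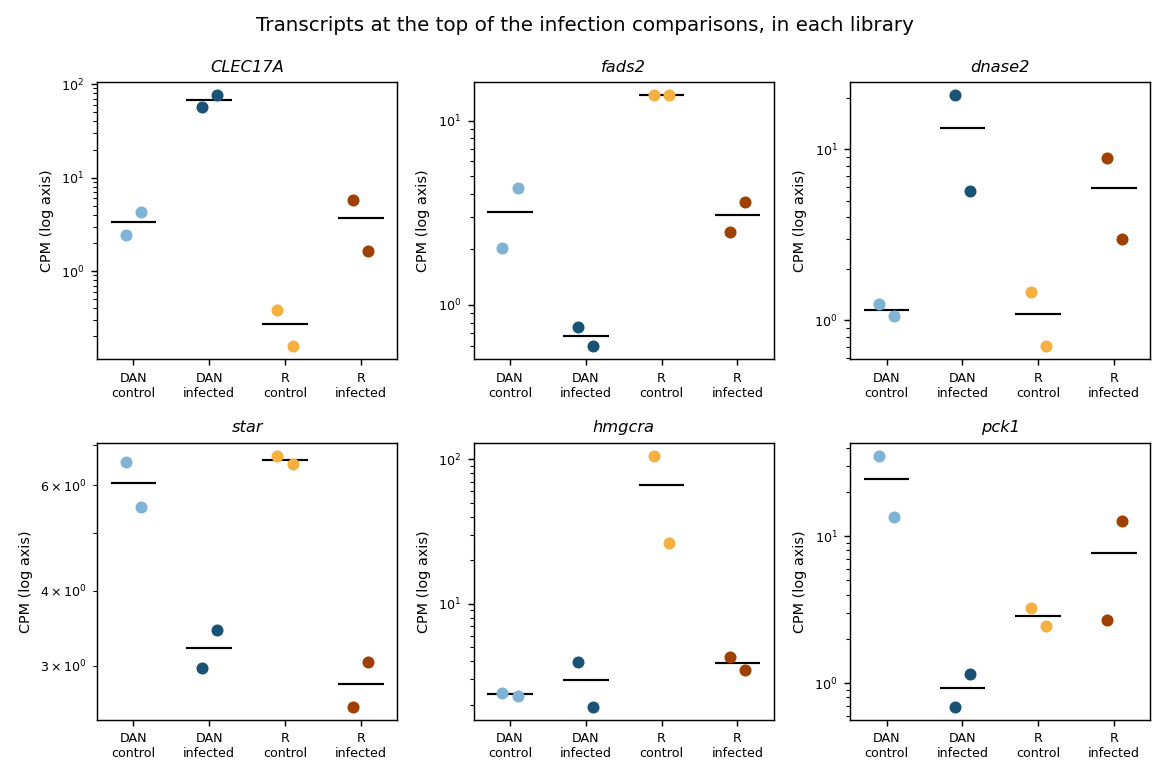
CPM of 6 transcripts of named genes at the top of the comparisons of infected with control fish, in the 8 libraries, on a log axis. Points are libraries and lines are the means of the 2 libraries of a group; dnase2 lies between 2.98 and 20.8 CPM in infected fish and between 0.703 and 1.47 CPM in controls.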

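Lists of genes of several tissues and pathways passed camera's test in infected fish with a preset correlation and not with an estimated one. Of 32 lists of genes for immune functions, tissues and pathways, 28 had at least 5 measured genes. Genes of the intestine were lower in infected fish, with 6 of 28 genes positive and a median log2 fold change of -0.43 (adjusted p = 1.67e-04 from camera with a preset correlation of 0.01, and 0.924 with an estimated one). None of the calls in this comparison holds with an estimated correlation (0.924 or more). With the preset one, those of the macrophage (2 of 12 positive, -0.31, 6.49e-04), retina and lens (5 of 52, -0.19, 1.75e-04), liver (6 of 25, -0.34, 0.00193), antigen processing (2 of 15, -0.20, 0.00269) and cholesterol and fatty acid synthesis (9 of 23, -0.12, 0.0259) were lower as well. Genes of the exocrine pancreas (12 of 12, 0.63, 1.67e-04), ovary (18 of 23, 0.31, 0.0112) and testis (18 of 20, 0.21, 0.0259) were higher. By edgeR's quasi-likelihood test on summed counts, 0 of the genes of all 28 lists were DE over all genes tested. DESeq2 on single transcripts called some of their members, such as fads2, star and cd4-1. Adjusted over the list alone, 2 genes of cholesterol and fatty acid synthesis, 1 of the liver, 1 of the testis, 1 chemokine and 1 C-type lectin were lower. By the same adjustment 1 T cell gene and 1 C-type lectin were higher. Those higher, cd4-1 and CLEC17A, have transcripts of a common Trinity gene and may not be separate signals.

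Several calls hang on 1 library. Without DAN control replicate 1 the lists of the intestine (adjusted p = 0.487), liver (0.475), ovary (0.875, with the direction reversed), testis (0.293) and cholesterol (0.0874) did not pass, and without DAN control replicate 2 those of cholesterol (0.0568) and the retina (0.0549). Without R control replicate 1 cholesterol (0.176), liver (0.0739), macrophage (0.201), ovary (0.749) and testis (0.186) were lost. Without DAN infected replicate 1 the pancreas (0.108) and the retina (0.164) were lost, and without DAN infected replicate 2 antigen processing (0.124), cholesterol (0.194), liver (0.232), ovary (0.161) and testis (0.155). Without R infected replicate 1 cholesterol (0.0894) was lost, and without R infected replicate 2 ovary (0.0574), testis (0.0667) and the retina (0.527, reversed).

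In DAN the intestine (median -0.74, adjusted p = 1.40e-06) and the retina and lens (-0.36, 2.33e-04) were lower in infected fish, and the exocrine pancreas (0.98, 3.06e-05), the ovary (0.55, 1.85e-04) and complement (25 of 33 genes positive, 0.23, 0.0220) were higher. With an estimated correlation the lowest adjusted p in DAN was 0.953. Adjusted over the list alone, 1 gene of cholesterol synthesis, 1 C-type lectin and 1 T cell gene were higher in infected DAN fish. By the same adjustment 1 gene of the glucocorticoid response was lower. The lectin and the T cell gene are again CLEC17A and cd4-1, with transcripts of a common Trinity gene. Intestine (0.426) and ovary (0.855, reversed) were lost without DAN control replicate 1, complement (0.912, reversed), pancreas (0.0678) and retina (0.322) without DAN control replicate 2, and complement (0.931), pancreas (0.510) and retina (0.567) without DAN infected replicate 1.

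In R all 12 macrophage genes were lower in infected fish (median -0.54, adjusted p = 8.54e-07), as were most genes of cholesterol and fatty acid synthesis (5 of 23 positive, -0.22, 5.58e-06, with 2 lower when adjusted over the list alone), the call that held without each library in turn (adjusted p of both lists 0.441 with an estimated correlation). Chemokines and receptors (-0.30, 0.00152), antigen processing (-0.24, 0.00189), liver (-0.40, 0.00245), complement (-0.21, 0.00314), extracellular matrix and wound repair (-0.30, 0.00314), cytokines and receptors (-0.08, 0.0206), retina and lens (-0.05, 0.0411) and coagulation (-0.25, 0.0437) were lower, and the nervous system (0.24, 0.00245) and the gill (0.16, 0.00314) were higher. None of these passed with an estimated correlation (0.441 or more). Adjusted over the list alone, 1 testis gene was lower in infected R fish. With the replicate number as a block the retina and lens did not pass (0.0631). Macrophage (0.231), liver (0.668), cytokines (0.181), coagulation (0.172, reversed) and extracellular matrix (0.942, reversed) were lost without R control replicate 1, where complement passed in the opposite direction (0.0322). Gill (0.189), nervous system (0.606) and retina (0.411) were lost without R control replicate 2, and gill (0.0677) and nervous system (0.0545) without R infected replicate 1. Without R infected replicate 2 antigen processing (0.0967), chemokines (0.0683), complement (0.501), coagulation (0.501, reversed), cytokines (0.640) and extracellular matrix (0.995) were lost, and the retina passed in the opposite direction (3.49e-11).

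**Figure D5:**
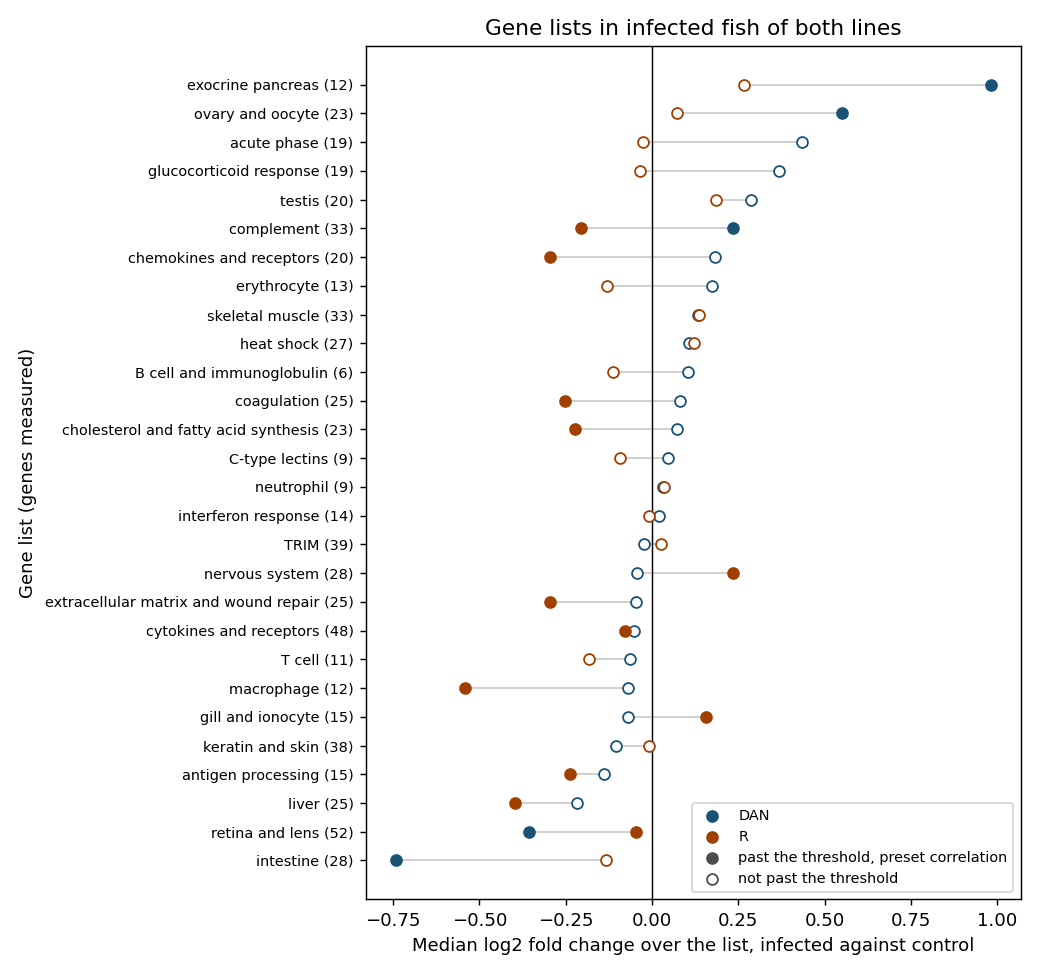
Median log2 fold change of infected against control fish over the genes of each list, in DAN and in R, with the number of genes measured. Filled points passed camera's test with the preset correlation and open points did not; the pancreas list lies at 0.98 in DAN and the macrophage list at -0.54 in R.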

Five of the nine genes selected on this basis were found DE in the qPCR analyses either between lines, treatments or both. Of them, *CXCL11.8*, a chemokine involved in regulating cell trafficking of leukocytes that can be critical for the recruitment of immune cells to the sites of infection, has a dual role in immune response and normal physiological conditions (Alejo and Tafalla 2011). It was targeted for qPCR analysis based on its differential expression between lines (upregulated in DAN) and the individual analyses indicated that differential expression between control and infected groups and between lines, as well as higher level of individual variation among DAN than R individuals, supporting the results from the transcriptome. 

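The chemokine cxcl11.8 is represented by 2 transcripts of 2 neighbouring Trinity genes, which may be parts of one RNA. They had 8.53 ± 2.88 and 11.4 ± 3.88 CPM in DAN and 0.327 ± 0.130 and 0.650 ± 0.186 CPM in R (SD, n = 4 libraries). Each was called between lines in controls (adjusted p = 0.0394 and 0.0257, edgeR's quasi-likelihood test) and in infected fish (0.0223 and 0.0262). Between infected and control fish the log2 fold changes were -0.02 (SE 0.37) and 0.19 (SE 0.34), smaller than their errors. The second was 0.13 without R control replicate 1, 0.31 without R control replicate 2, -0.05 without R infected replicate 1 and 0.37 without R infected replicate 2. In DAN they were 0.35 (SE 0.47) and 0.15 (SE 0.43), and in R -0.38 (SE 0.66) and 0.24 (SE 0.52). Of the 8 libraries, DAN control replicate 1 was the lowest of the DAN line for both, at 4.31 and 6.74 CPM.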

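Of the 2 transcripts annotated as mhc2dab, only DN32204_c4_g1_i2 differed between lines. It was called in controls (log2 fold change 7.75, SE 0.57, adjusted p = 0.00740 from edgeR's quasi-likelihood test) and in infected fish (4.96, SE 0.47, adjusted p = 0.0104). The other, DN120985_c0_g1_i1, had 16.6 ± 5.78 CPM in DAN and 15.4 ± 5.66 CPM in R (SD, n = 4 libraries), a log2 fold change of -0.06. With infection the line-specific transcript changed by 0.80 (SE 0.40, adjusted p = 0.985), which is not past the threshold, and by 0.45 without DAN control replicate 2. In DAN it stood at 0.0295 and 0.0120 CPM in controls and at 0.0761 and 0.0952 CPM in infected fish, levels of a few reads per library.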

*MHC* class II-dab was also DE between lines (upregulated in R) based on EdgeR analyses, and this was confirmed on the individual qPCR analysis, which also indicated differences in variance between line and treatment groups. *MHC II* molecules are expressed on antigen presenting cells which have direct functional relevance to teleost immune responses (Janeway et al. 2004; Chen et al. 2006; Hofmann et al. 2017) and have been identified in various teleost species (Grimholt et al. 2000; Pang et al. 2013; Hofmann et al. 2017) with very high allelic diversity maintained by natural and sexual selection (Aguilar and Garza 2007; Consuegra and Garcia de Leaniz 2008), which could result in allele specific differences in gene expression. *MHC II* expression in *K. marmoratus* was consistent with that observed in Atlantic salmon when infected with lice from the genus *Lepeophtheirus* (see Fast et al. 2006). *CD4* binds to *MHC II* molecules on the surface of dendritic cells which are important for antigen presentation (Leahy 1995; Yoon et al. 2015). In contrast, and despite its high degree of polymorphism and the differential expression observed in the transcriptome analysis, *MHC class I* gene expression and variance did not differ between infected R and DAN individuals (although R fish tended to have higher expression of this gene, similar to that observed at the transcriptome level). 

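Of the 5 transcripts annotated as mhc1uka, DN32174_c1_g8_i12 differed between lines in controls (log2 fold change 4.99, SE 0.46, adjusted p = 0.00969) and in infected fish (4.64, SE 0.45, adjusted p = 0.0104; edgeR's quasi-likelihood test). The other 4 had log2 fold changes between lines of -0.16 to 0.02. The transcript of mhc1zba from the same Trinity gene, which may share reads with it, was higher in R as well (5.53, SE 0.33, adjusted p = 6.30e-04), at 78.0 ± 30.7 CPM in R and 1.64 ± 0.500 CPM in DAN (SD, n = 4 libraries). Counts summed over all transcripts of mhc1zba had a log2 fold change of -0.01, so the gene as a whole did not follow this transcript. In infected fish all 5 mhc1uka transcripts had lower values than in controls, with log2 fold changes of -0.81 to -0.58, and 3 of them had an unadjusted p below 0.05 and none an adjusted one (0.985 for each).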

*MHC I* is responsible for the presentation of intracellularly derived antigens to the TCR/CD8 complex of cells and, as for *MHC II*, its high polymorphism is likely to be maintained by natural and, potentially, sexual selection (Ellison et al. 2012, 2013). 

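The transcript of cd4-1 had 6.62 and 7.83 CPM in the DAN controls and 77.6 and 68.8 CPM in infected DAN, and 3.45 and 2.17 CPM in the R controls and 8.69 and 3.55 CPM in infected R. Its log2 fold change between infected and control fish was 2.24 (SE 0.31), with an adjusted p of 0.835 from edgeR's quasi-likelihood test, 0.356 with the replicate number as a block and 4.92e-07 from DESeq2. In DAN it was 3.34 (SE 0.45, adjusted p = 0.999; DESeq2 2.51e-08) and in R 1.15 (SE 0.44, adjusted p = 1), and the difference between these did not pass (interaction -2.19, SE 0.60, adjusted p = 1). The 2 lines differed in infected fish (-3.58, SE 0.45, adjusted p = 0.0290) and not past the threshold in controls (-1.39, SE 0.44, adjusted p = 0.619).

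The call of cd4-1 between lines was lost without R control replicate 1 (log2 fold change -2.66), R control replicate 2 (-2.32), DAN infected replicate 1 (-2.43) and DAN infected replicate 2 (-2.53). The transcript belongs to the Trinity gene that also holds the transcript annotated as CLEC17A, so their reads may be shared and either name may be that of a related gene.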

As for *MHC II-dab*, we found that *CD4-1* displayed differential expression between lines and between control and infected groups based on transcriptome analyses (more expressed in DAN and infected individuals). Individual qPCR confirmed differences in expression between lines and between infected and control fish, albeit in the opposite direction (overexpressed in R). The difference between analyses could be the result of individual variation, as potentially indicated by the significant differences in variance between lines.

*FGG* (one of the genes encoding the peptide chains of fibrinogen) is important for the formation of clots which can be relevant for the response to external parasites (Vo et al. 2013). Although not in the original list of DE genes, we targeted it based on having fold change >2 and in the individual analysis we found it DE between control and infected groups in both lines. 

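All 13 transcripts annotated as fgg, the fibrinogen gamma chain, were higher in infected than in control fish and lower in R than in DAN, and none passed edgeR's thresholds. The log2 fold changes with infection were 0.72 to 1.21, with an unadjusted p below 0.05 for 10 of 13 and an adjusted p of 0.985 for each in edgeR's quasi-likelihood test (smallest in DESeq2 0.669). Between lines they were -1.26 to -1.03, with 11 of 13 below an unadjusted p of 0.05 and a smallest adjusted p of 0.277. DESeq2 called 1 of them between lines (0.0405), and edgeR with the replicate number as a block called 11 (smallest adjusted p 0.0158). The transcript with the smallest p, DN31695_c5_g1_i14, had 34.0 and 16.9 CPM in the DAN controls, 77.1 and 54.3 in infected DAN, 17.2 and 11.8 in the R controls and 28.8 and 12.5 in infected R. In the DAN controls and in infected R, the pools thus differed by as much as the change with infection over both lines (log2 fold change 0.94) or more. In DAN, though, both infected pools were above both controls.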

Individual variation was much higher in infected individuals than in control specimens but did not differ significantly between lines. In contrast, *IRGF1* (an immunity-related GTPase) displayed high variation in amplification between lines, both at the transcriptome and qPCR levels. 

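The transcript annotated as irgf1 had 2.64 ± 0.697 CPM in DAN and 1.65 ± 0.472 CPM in R (SD, n = 4 libraries), a log2 fold change of -0.66 (SE 0.30, adjusted p = 0.687 from edgeR's quasi-likelihood test), which was -0.43 without DAN infected replicate 1. It was read in all R libraries, at 1.03 to 2.11 CPM. Transcripts of irge4 from the same Trinity gene, which may share reads with irgf1, differed between lines. The first had 6.20 ± 1.25 CPM in DAN and 0.144 ± 0.0900 CPM in R (log2 fold change -5.56, SE 0.36), and 2 more had 3.64 ± 1.34 and 2.09 ± 0.397 CPM in DAN and no counts in R.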

*IRGF1* only amplified in 22% of R control specimens and 12% of R infected specimens, with very low levels of expression in all cases and displayed significantly larger individual variance in infected R individuals than DAN.

*C7* and *LECT2* play a role in the complement activation in fish (*C7*; Guo et al. 2016) and in the immune regulation response to bacterial infection (*LECT2*; Lin et al. 2007; Chen et al. 2009; Lu et al. 2013) and were listed as DE with *P* < 0.05 in the transcriptome analysis. Both had higher number of counts in the transcriptome of DAN fish compared to R and displayed higher variance in infected R individuals when compared with DAN in the individual analyses, although the differences were not significant. 

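All 17 transcripts annotated as c7 had lower values in R, with log2 fold changes of -1.56 to -0.09, and 13 of 17 had an unadjusted p below 0.05. The one with the smallest p, DN29110_c0_g2_i15, had 9.35 ± 3.43 CPM in DAN and 3.13 ± 1.24 CPM in R (SD, n = 4 libraries). Its adjusted p was 0.109 from edgeR's quasi-likelihood test, 0.0456 with the replicate number as a block and 0.00148 from DESeq2, which called 4 of the 17. The 2 transcripts of lect2l were lower in R by log2 fold changes of -2.88 (SE 0.77, adjusted p = 0.242) and -2.64 (SE 0.78, adjusted p = 0.312), and DESeq2 called both (1.71e-04 and 0.00112). Their values ranged widely within DAN, from 30.5 CPM in DAN control replicate 1 to 391 CPM in DAN infected replicate 2 for the first, and from 1.76 CPM (R control replicate 2) to 49.1 CPM (R infected replicate 1) in R. In infected fish both lect2l transcripts had higher values than in controls (log2 fold changes 2.14, SE 0.75, and 2.06, SE 0.76, adjusted p = 0.985). None of the c7 transcripts had an unadjusted p below 0.05 for infection.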

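The heat shock co-chaperone gene ahsa1b has 4 transcripts, and none differed between lines or with infection past the thresholds. DN17310_c0_g1_i1 had the largest differences, with 13.8 ± 6.60 CPM in DAN and 7.21 ± 3.10 CPM in R (SD, n = 4 libraries), with an adjusted p of 0.545 from edgeR's quasi-likelihood test. Its log2 fold change was -1.24 between lines in controls and -0.77 in infected fish. With infection its log2 fold change was 0.81 (SE 0.38, adjusted p = 0.985), 1.28 without DAN control replicate 1 and 0.52 without DAN control replicate 2. The other 3 had log2 fold changes between lines of 0.12 to 0.46 and with infection of -0.29 to 0.10.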

No differences were observed either in the expression or variance of *AHSA1B*, involved in the regulation of cell growth and apoptosis (Shao et al. 2016), which had been selected on the basis of a fold change >2.

In general, the results of the transcriptome and the individual analyses displayed a good agreement, with five of the nine genes identified as DE in the transcriptome being confirmed at the individual level (all but one in the same direction). Comparing control and exposed fish was critical to be able to interpret the potential genetic or individually linked differences in gene expression in response to infection. Our transcriptome results indicate that the differences in gene expression were larger between selfing lines than between infected and control fish, and this pattern was supported by the targeted approach looking at selected immune-related genes, suggesting that there could be a genotype-related pattern of gene expression, similar to the one described in bumble bees (Barribeau et al. 2014). 

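Lists of genes of tissues and of immune functions also passed camera's test between the lines with a preset correlation, and not with an estimated one. In R, genes of the intestine (27 of 28 positive, median log2 fold change 0.61, adjusted p = 2.10e-10 from camera with the preset correlation and 0.801 with an estimated one), skeletal muscle (32 of 33, 0.52, 1.13e-05) and ovary (22 of 23, 0.17, 0.0190) were higher. Genes of complement (4 of 33 positive, -0.36, 4.94e-05), the glucocorticoid response (3 of 19, -0.36, 4.94e-05), T cells (3 of 11, -0.36, 0.00146), the exocrine pancreas (0 of 12, -0.53, 0.00514) and coagulation (7 of 25, -0.20, 0.0231) were lower. With an estimated correlation none passed (lowest adjusted p 0.801). Of the T cell genes 1 was DE, and 2 when adjusted over the list alone, and of the glucocorticoid genes 0 and 1, while over all genes 111 gene names were DE between lines by edgeR's quasi-likelihood test on summed counts and 0 between infected and control fish.

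The intestine, muscle and glucocorticoid lists passed without each library in turn. The T cell list did not pass without DAN control replicate 1 (0.0663) or DAN infected replicate 1 (0.419), and complement did not without DAN control replicate 1 (0.0663) or R control replicate 2 (0.0761). Coagulation was lost without DAN control replicate 1 (0.639), R control replicate 2 (0.526), DAN infected replicate 1 (0.794) or R infected replicate 2 (0.265). The pancreas was lost without DAN control replicate 1 (0.0940), R control replicate 2 (0.0761) or DAN infected replicate 1 (0.463), and the ovary without DAN control replicate 1 (0.917, reversed), R control replicate 2 (0.612) or DAN infected replicate 1 (0.117).

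The 2 pools of a group differed by a median absolute log2 CPM of 0.388 in DAN control, 0.407 in DAN infected, 0.375 in R control and 0.295 in R infected. The paper reads larger differences in expression between lines than between infected and control fish, with its measurements of selected genes, as a sign that expression could follow the genotype.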

Natural variation in gene expression has also been oberved in populations of contrasting *Fundulus* species, where 18% of 900 genes displayed significant differences in expression among wild individuals within populations (Oleksiak et al. 2002). Individual patterns of gene expression in humans also display differences among individuals that can be as large as those comparing humans and chimpanzees (Enard et al. 2002). Individual variation in gene expression in human blood seems to be variable among genes, but crucially several of the genes identified as having high intrinsic variation are immune-related genes with high polymorphism (e.g., *MHC II* genes) (Enard et al. 2002), suggesting that genotype variation can be (at least in part) responsible for the differences in gene expression. Microsatellite analyses had previously indicated that fish from the R line were genetically identical and homozygous at 28 of 29 microsatellites, whereas fish from the line DAN formed three different homozygous genotypic groups separated by variation at only one microsatellite locus (Ellison et al. 2013). Both DAN and R selfing lines displayed significant differences in the degree of variance in gene expression for the nine target genes, and the variance was consistently larger among infected than among control individuals, suggesting an individual component of the immune response, despite the genetic homogeneity of the individuals from each line. Variation in the regulatory regions of the DNA that affect gene expression (e.g., transcriptional regulatory sequences) result in individual variation in expression patterns (Handunnetthi et al. 2010), which can be targets of selection and play an important role in adaptation. This could explain the differences in variance observed between lines, despite their high homozygosity and highly inbred condition. Yet, it does not fully explain the individual variation in gene expression observed within each experimental line, where individuals were genetically homogeneous, offspring the same age from the same parent and reared in a common environment, and we cannot rule out that other mechanisms, such as gene expression stochasticity, could be involved. The model that best predicted the gene expression patterns included individual as random factor, albeit only when all the nine target genes where included, suggesting that not only the genotype, but also intrinsic factors could be involved in the immune-related gene response to infection. Stochasticity in gene expression has been observed for example in isogenic bacteria subject to identical environmental conditions, resulting in phenotypic differences (Thattai and Van Oudenaarden 2004). As for stochasticity among cells from a single organism (Kaern et al. 2005), in whole individuals this could represent a mechanism which provides flexibility to survive in fluctuating environments.

Whether regulated by genotype variation or not, this study suggests that individual differences in gene expression can also be important for determining the response to parasites. Given that the response to parasitic infection cannot normally be explained by genotype alone, we suggest that the naturally inbred mangrove killifish is an ideal model species to further investigate transcriptomic responses to vertebrate infection and their regulation mechanisms.

## Supplementary Material

Supplementary data are available at *Genome Biology and Evolution* online.

## Supplementary Material

Supplementary Data

# Supplementary material for: Immune-Related Transcriptional Responses to Parasitic Infection in a Naturally Inbred Fish: Roles of Genotype and Individual Variation
**Source:** Genome Biol Evol. 2018 Jan 11;10(1):319–27. doi: 10.1093/gbe/evx274
**Supplement:** Supplementary Data

**Supplementary material 2 for: Immune-related transcriptional responses to parasitic infection in a naturally inbred fish: roles of genotype and individual variation**

Rebecca Jane Pawluk, Tamsyn Uren-Webster, Joanne Cable, Carlos Garcia de Leaniz,

Sofia Consuegra

**Figure S1.** Heat map of differentially expressed genes (Log 10 transformed count data) between treatments (infection with *Argulus foliaceous* and control) of two inbred strains of *Kryptolebias marmoratus* (R and Dan)*.*

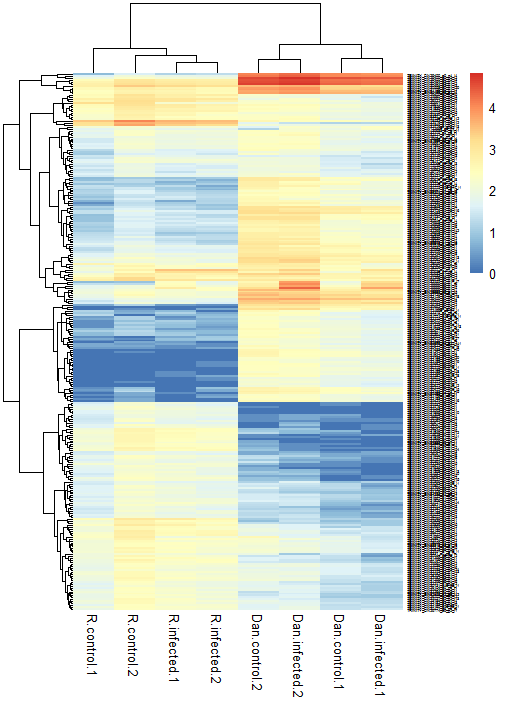

**Figure S2**. Enriched gene ontology (GO) classifications at Level: GO ALL, for all differentially expressed genes (from results of EdgeR glm analysis), P<0.1.

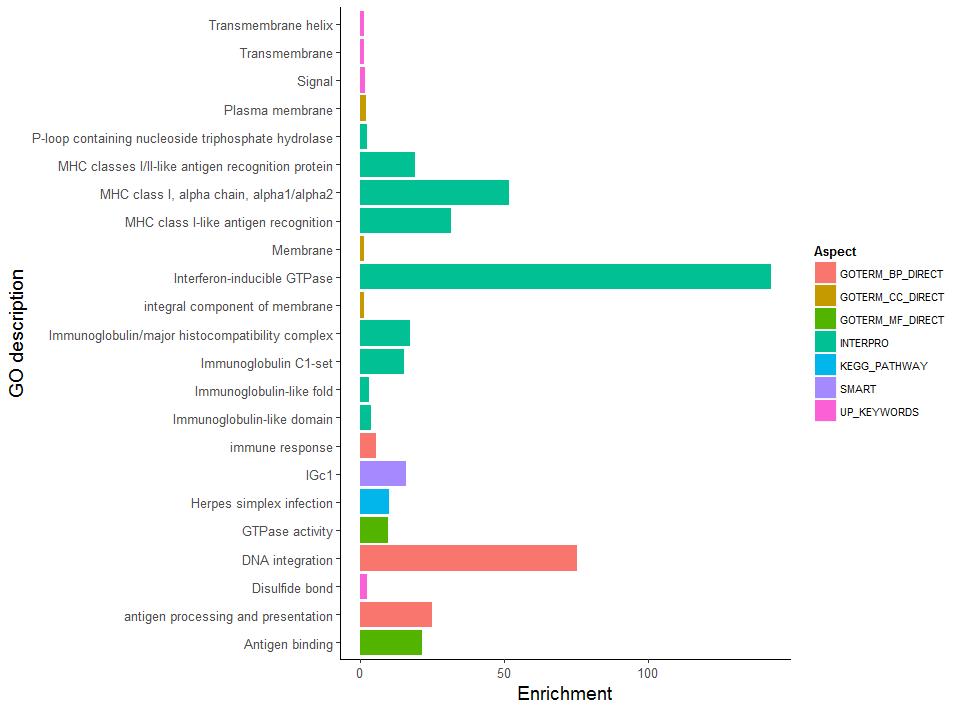

**Figure S3**. Individual Ct values for 9 target immune-related genes. Four groups were analysed using RT-qPCR: two lines- R (green) and DAN (blue), as well as two treatments- infected (dark) and control (light).

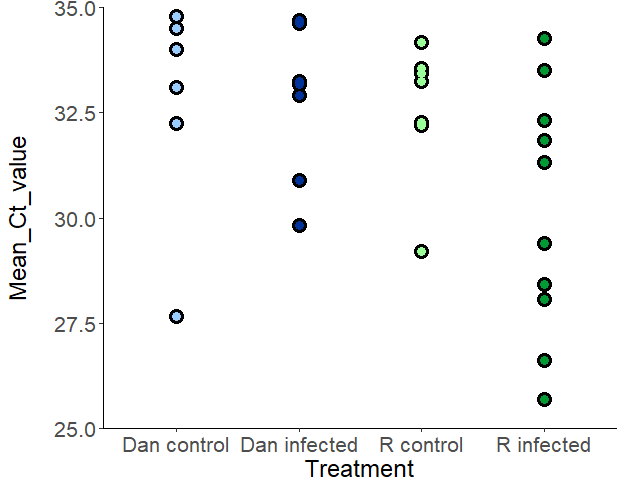

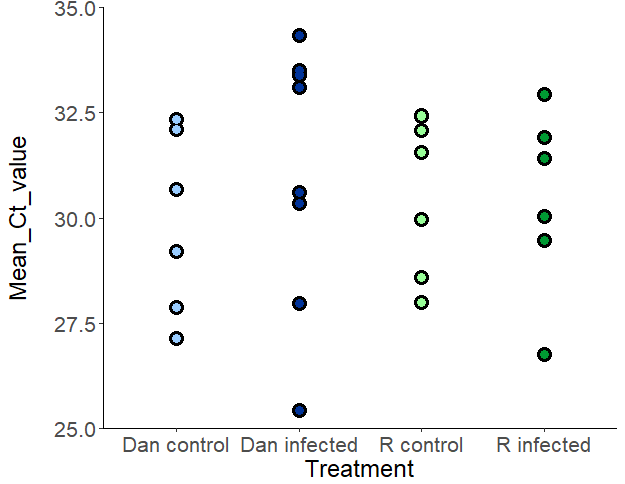

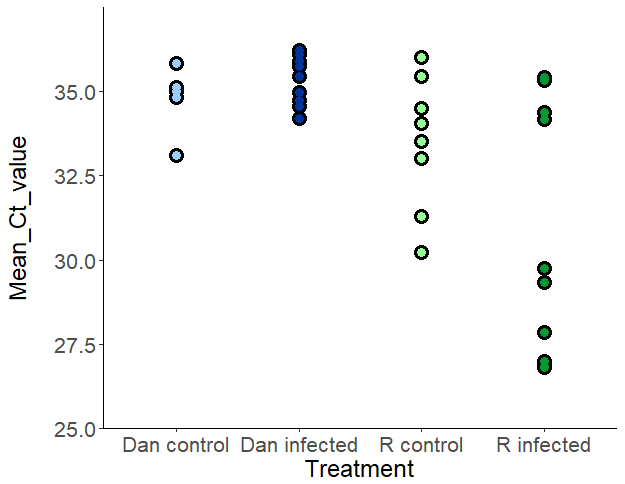

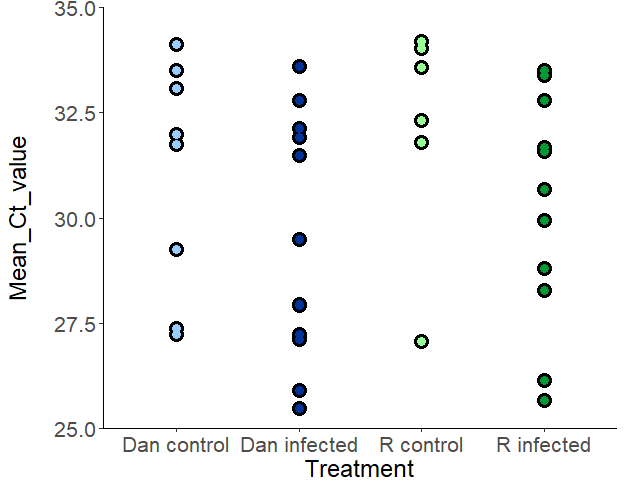

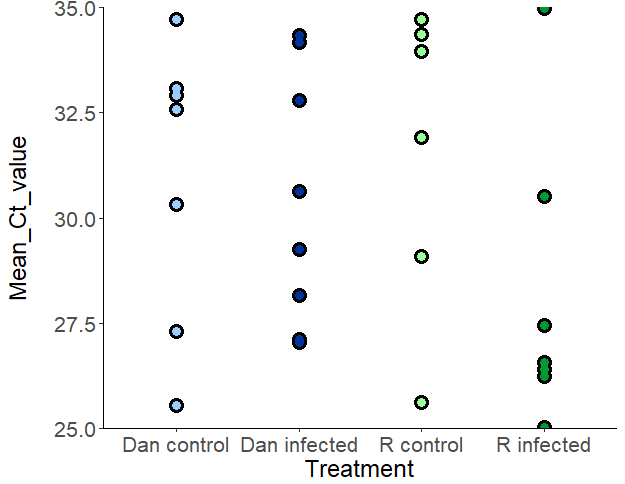

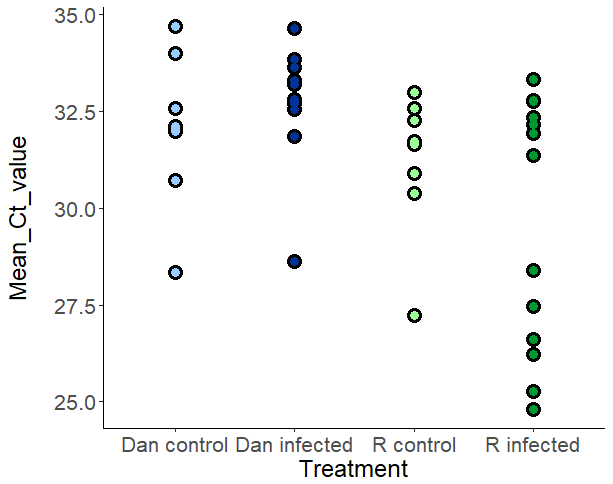

*CD4-1*

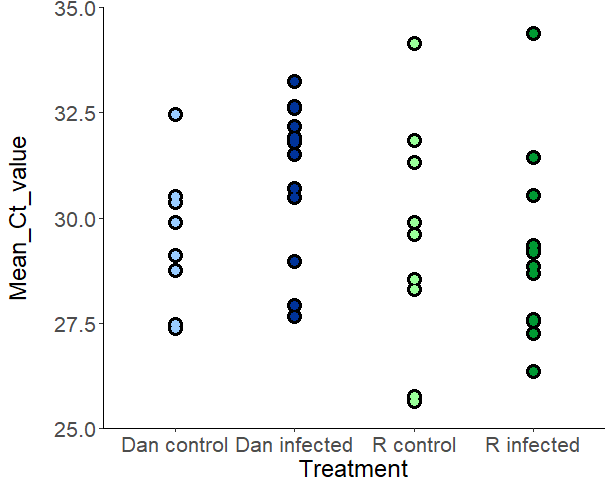

*MHC1-uka*

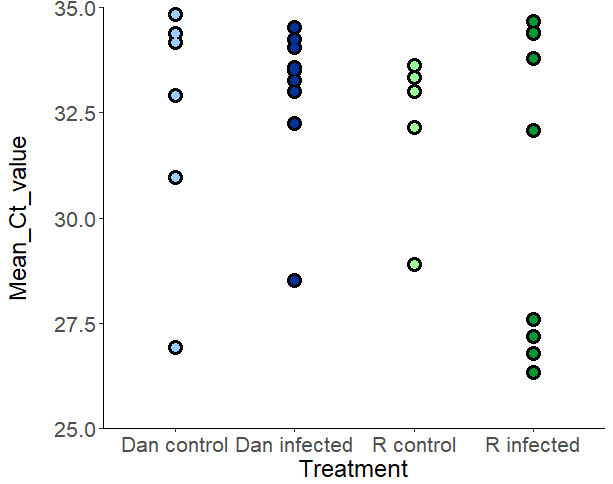

*C7*

*FGG*

*CXCL11.8*

*MHC2-dab*

*LECT2*

*AHSA1B*

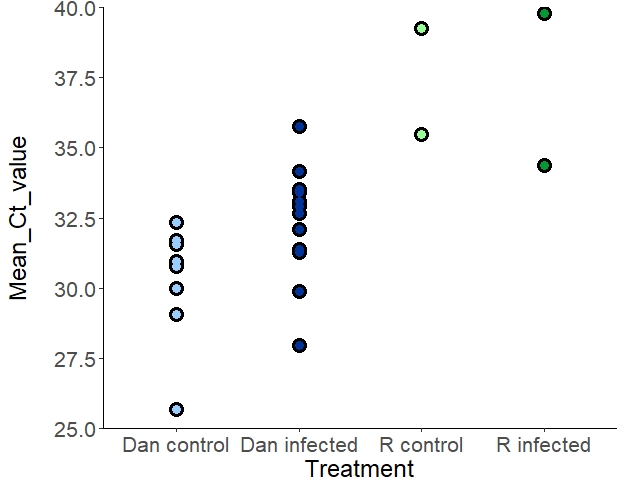

*IRGF1*

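Figure S4 holds the R code of the differential expression analysis. It reads the table of counts, keeps transcripts with more than 1 CPM in at least 4 of the 8 libraries, computes TMM factors and fits edgeR's quasi-likelihood model with treatment, line and their interaction. In that model the coefficient of treatment is the difference between infected and control fish of the DAN line, the coefficient of line is the difference between R and DAN in controls, and the interaction is the amount by which infection changed R more than DAN. The test takes the 3 coefficients together, so that a transcript called by it differs between some of the 4 groups, without naming which. The deposited log2 fold changes are these 3 coefficients. Run on the deposited counts of all transcripts, the contrast of the lines in controls alone gave 205 DE transcripts at the thresholds of the paper, and the contrast over both treatments gave 752.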

**Figure S4.** Generalized Linear Model with Quasi-Likelihood Test for the analysis of differential gene expression in *Kryptolebias marmoratus* as a function of treatment (infection or control) and selfing line (DAN and R).

targets <- readTargets ("label_file_24.txt")

x <-read.delim ("o_samples_input_matrix2", row.names=1, stringsAsFactors=FALSE)

head (x)

dim (x) #check no. sequences and sample columns

colSums (x) #reads per sample

colSums(x) / 1e06 #reads in millions

table (rowSums (x)) [1:30] # output no. sequences with low counts (from 0-30)

Treatment <-factor(targets$treat,levels=c("Sham","Infected"))

Strain <- factor (targets$strain, level=c("D","R"))

y = DGEList(counts=x[,1:8])

keep <- rowSums(cpm(y)>1) >= 4

y <- y[keep, , keep.lib.sizes=FALSE]

y = calcNormFactors (y)

design2 <- model.matrix(~Treatment * Strain, data=targets)

y <- estimateGLMCommonDisp(y,design2, verbose=TRUE)

y <- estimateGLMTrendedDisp(y, design2)

y <- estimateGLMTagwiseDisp(y, design2)

fit <- glmQLFit(y, design2)

colnames(design2)

[1] "(Intercept)" "TreatmentInfected" "StrainR"

[4] "TreatmentInfected:StrainR"

qlf <- glmQLFTest(fit, coef=2:4)

tab <- topTags(qlf, n=67824)

FDR <- p.adjust(qlf$table$PValue, method="BH")

is.de <- decideTestsDGE(qlf)

**Figure S5.** Comparison among models of gene expression in *Kryptolebias marmoratus* as a function of treatment (infection or control) and selfing line (DAN and R), including and excluding individual (ID) as a random factor. (a) All nine immune-related genes targeted for qPCR (*MHC1uka, MHC2dab, Fgg, IRGF1, C7, cxcl11.8, Cd4-1, Lect2 and Ahsa1b*) (b) target immune-related identified as DE in qPCR analyses (*MHC2dab, Fgg, cxcl11.8, Cd4-1, IRGF1*)

**(a)**

> m1<-lmer(Gexpress~Line+Infect+(1|ID))

> m2<-lmer(Gexpress~Line*Infect+(1|ID))

> m3<-lm(Gexpress~Line*Infect)

> m4<-lm(Gexpress~Line+Infect)

> anova(m1,m2,m3,m4)

refitting model(s) with ML (instead of REML)

Data: NULL

Models:

m4: Gexpress ~ Line + Infect

m1: Gexpress ~ Line + Infect + (1 | ID)

m3: Gexpress ~ Line * Infect

m2: Gexpress ~ Line * Infect + (1 | ID)

Df AIC BIC logLik deviance Chisq Chi Df Pr(>Chisq)

m4 4 1047.4 1063.7 -519.72 1039.4

m1 5 1045.6 1065.9 -517.80 1035.6 3.8410 1 0.05001 .

m3 5 1047.8 1068.2 -518.90 1037.8 0.0000 0 1.00000

m2 6 1046.4 1070.8 -517.22 1034.4 3.3645 1 0.06662 .

---

Signif. codes: 0 ‘***’ 0.001 ‘**’ 0.01 ‘*’ 0.05 ‘.’ 0.1 ‘ ’ 1

**(b)**

> m1<-lmer(Gexpress~Line*Infect+(1|ID))

> m2<-lmer(Gexpress~Line+Infect+(1|ID))

> m3<-lm(Gexpress~Line+Infect)

> m4<-lm(Gexpress~Line*Infect)

> anova(m1,m2,m3,m4)

refitting model(s) with ML (instead of REML)

Data: NULL

Models:

m3: Gexpress ~ Line + Infect

m2: Gexpress ~ Line + Infect + (1 | ID)

m4: Gexpress ~ Line * Infect

m1: Gexpress ~ Line * Infect + (1 | ID)

Df AIC BIC logLik deviance Chisq Chi Df Pr(>Chisq)

m4 4 511.08 523.60 -251.54 503.08

m1 5 513.08 528.73 -251.54 503.08 0.0000 1 1

m3 5 511.97 527.62 -250.99 501.97 1.1084 0 <2e-16 ***

m2 6 513.97 532.75 -250.99 501.97 0.0000 1 1

---

Signif. codes: 0 ‘***’ 0.001 ‘**’ 0.01 ‘*’ 0.05 ‘.’ 0.1 ‘ ’ 1

How the deposited data were processed for this re-analysis (not part of the article)

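Whole fish of the selfing lines DAN and R of Kryptolebias marmoratus were sequenced after 48 h with Argulus foliaceus or as uninfected controls, as 8 libraries in 4 groups of 2. Each library is a pool of 2 or 3 fish. Line and treatment were taken from the sample labels and the headings of Table S2 and no library was left out. The labels carry no replicate number. By the numbers of fish in the sample titles, the smaller pool of a group was called replicate 1 and the larger replicate 2. The RT-qPCR measurements of single fish were not used here.

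The authors trimmed the reads with Trimmomatic 0.33, assembled all libraries together with Trinity, aligned each library to the assembly with Bowtie2 and counted reads per transcript with SAMtools, and the deposited counts are these numbers without normalization. The deposited log2 fold changes are the authors' 3 coefficients of treatment, line and interaction from edgeR, and the deposited mean log2 CPM is the authors' average over the libraries. The F score deposited by the authors is the statistic of edgeR's quasi-likelihood test of the 3 coefficients together, and the p-value and FDR that the authors deposited belong to that test. A further deposited column of the authors marks transcripts with an FDR below 0.05 with 1. Gene names and Ensembl identifiers are those of the authors' best protein matches, most of them in zebrafish. No genome coordinates were used here, since the transcripts are assembled de novo, and names of closely related genes are uncertain.

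In the table of 67822 transcripts the counts of some transcripts contradict the statistics beside them. Transcripts were used where the mean log2 CPM recomputed from the counts was within 0.5, and each of the 3 log2 fold changes within 1, of the deposited value, which left 58200. The filter of more than 1 CPM in at least 4 libraries removed no further transcript. Counts were analysed in R 4.3.3 with edgeR 4.0.16 and limma 3.58.1, with TMM factors, trended dispersions and the quasi-likelihood F-test of earlier edgeR versions (legacy method), as in the script of Figure S4. The model of the 4 groups leaves 4 residual degrees of freedom. Transcripts were called DE at a Benjamini-Hochberg adjusted p below 0.05 and an unadjusted p below 0.001. Standard errors are the absolute log2 fold change divided by the square root of F.

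Distances between libraries were computed by limma on log2 CPM with a prior count of 2 from the 500 largest differences of each pair, and tested by exact permutation of the labels over 35 splits. Gene lists were tested with camera on counts summed over the transcripts of a gene name, with a correlation of 0.01 and with an estimated one, in 5 comparisons (140 tests in all), and adjusted by Benjamini-Hochberg within a comparison. Families were tested by one-sided Fisher's exact tests among 9 lists, against the gene names with a tested transcript.

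The tests, the thresholds, the comparison of counts with deposited statistics, the 32 gene lists, the alternatives and the rule for naming genes were fixed before the data were examined, apart from the exceptions that the closing section names, among them 2 further lists for the kinds of pools. The comparison of counts with deposited statistics was planned because the first entries of the paper's Table S2, seen beforehand, contradict each other. The gene lists and families cannot be taken as chosen blind to the paper's calls. Its Table S3 of DE transcripts had also been seen when the rule for naming genes was written. By that rule the named genes are all genes that the paper names (values of its tables had been seen) and, for each of 5 comparisons, the 10 genes of smallest p with a gene name that is neither a number nor a clone name. Other genes are named where the text says so.

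Totals ran from 25008874 to 85077215 counts per library (median 40604505, a ratio of 3.40 between the extremes). They averaged 58.9 M counts in DAN and 40.0 M in R (two-sided exact permutation test, n = 4 per line, p = 0.286) and 49.6 M in controls and 49.3 M in infected fish (p = 1, the same exact test). The calculation was tested on simulated data of the same size with 200 changed transcripts. The comparison of lines found 66 of 66 transcripts changed 16-fold, 59 of 67 changed 4-fold (88.1%) and 6 of 67 changed 2-fold (8.96%), with 21 unchanged transcripts called. The comparison of infected and control fish found 57 of 67 changed 4-fold (85.1%) and 4 of 67 changed 2-fold (5.97%), with 25 unchanged called, and that within DAN 28 of 67 (41.8%) and 0 of 67, with 16 unchanged called. A list of 40 transcripts lowered 2-fold was found by camera with either correlation. These counts were drawn for each transcript on its own. The result therefore cannot show how camera performs with either setting on lists of correlated genes.

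Replicate differences correlated across transcripts between all pairs of groups, so the replicate number was also fitted as a block. The correlations were 0.544, 0.592 and 0.305 among DAN control, R control and DAN infected, whose pools differ in kind. They were 0.107, 0.193 and 0.184 with R infected, whose pools are of the same kind. As the numbers were given here by pool size, the block is not a true pairing and takes in the kind of pool. Alternatives were RLE size factors, DESeq2 1.42.0, no filter, more than 4 reads in total, the edgeR 4 and robust methods, Trinity gene sums, an additive model, one factor alone, other FDR thresholds, other distances, each library left out in turn and, added later, re-joined counts and a block for the kind of pool by Table S1 or by the sample titles. The rule for a library far from its group does not apply to groups of 2. The enrichment of gene ontology terms was not recomputed here.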

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

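Chosen only after the result was seen were both tests of the order of the counts, the comparison of the sample titles with Table S1, and the use of the re-joined counts and of blocks for the kind of pool. The comparison of the kinds of pools and the search for transcripts of one line alone were not planned either. The lists of enzymes shared with bacteria and of mitochondrial subunits were written after the difference between pools had been seen and before they were tested on it. The comparison of titles with Table S1 replaced a first one, which counts the same transcripts under either assignment and so could not decide.

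Infection moved 12 of 28 gene lists differently in R than in DAN, as tested by the interaction in camera with a preset correlation, and none of these differences holds when the correlation within a list is estimated (lowest adjusted p 0.529). Complement had lower values of the interaction in R (3 of 33 genes positive, median log2 -0.60, adjusted p = 3.06e-05). Intestine (21 of 28 positive, 0.74, 1.93e-04) and gill (13 of 15, 0.36, 0.00330) had higher values. Cholesterol and fatty acid synthesis (7 of 23, -0.29, 2.18e-04), ovary (0 of 23, -0.49, 8.98e-04), chemokines and receptors (4 of 20, -0.44, 8.98e-04) and C-type lectins (1 of 9, -0.55, 0.00180) had lower values. So did coagulation (3 of 25, -0.44, 0.00376), the exocrine pancreas (0 of 12, -0.74, 0.00520), macrophage (1 of 12, -0.45, 0.0113), extracellular matrix (5 of 25, -0.39, 0.0233) and acute phase (4 of 19, -0.44, 0.0318). Over all genes tested 0 genes of these lists were DE for the interaction by edgeR's quasi-likelihood test, and adjusted over the list alone 1 gene of cholesterol synthesis and 1 C-type lectin were lower.

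Only the cholesterol list passed the interaction without each library in turn (highest adjusted p 0.0482). Without DAN control replicate 1 intestine (0.697), ovary (0.697, reversed) and extracellular matrix (0.0711) were lost. Without DAN control replicate 2 complement (0.259), coagulation (0.995), pancreas (0.286), macrophage (0.205), extracellular matrix (0.113) and acute phase (0.865) were lost. Without R control replicate 1 complement (0.572), C-type lectins (0.123), coagulation (0.880), pancreas (0.326), macrophage (0.880), extracellular matrix (0.880) and acute phase (0.880) were lost, and without R control replicate 2 ovary (0.570). Without DAN infected replicate 1 chemokines (0.185), coagulation (0.923), pancreas (0.514, reversed), macrophage (0.185), extracellular matrix (0.353, reversed) and acute phase (0.275) were lost, and without DAN infected replicate 2 gill (0.0631). Without R infected replicate 2 coagulation (0.553), pancreas (0.128), macrophage (0.415), extracellular matrix (0.847) and acute phase (0.602) were lost.

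In infected fish alone, a contrast that the paper does not report, 212 transcripts differed between R and DAN by edgeR's quasi-likelihood test. Present in every library of one line above 1 CPM and below 0.1 CPM in every library of the other were 58 transcripts, 32 in R and 26 in DAN, against at most 2 in any other split of the libraries into 4 and 4. Those of R include mhc2dab and tdp2b, and those of DAN irge4, irgf3 and gbp3, names chosen after their values were seen. No transcript was limited in this way to infected (0) or control fish (0).

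More transcripts were DE between lines than between infected and control fish. The split of the 8 libraries by line gave 861 DE transcripts in a model of line alone, and the highest of the other splits gave 20. Only 1 of 35 splits reaches the real value, the smallest share that 35 splits allow, so chance is argued against but not excluded. Only 18 of the splits hold 2 libraries of each replicate number on each side, and among these the highest other count was also 20. The split by treatment gave 0, which all 35 of 35 splits reach whatever the data (highest other 861, the split by line). That comparison therefore cannot decide on chance for infection. A difference in library size is argued against by thinning every library to 25008874 counts, after which 619 transcripts were DE between lines and 0 between infected and control. Alleles of the lines that were assembled as separate transcripts could split the reads of one gene. Over 172 Trinity genes with a DE transcript and another tested one, the sums kept a median absolute log2 fold change of 1.59. The 95% interval was 1.39 to 1.90, against 2.48 for the DE transcripts. For these genes this argues against alleles within one Trinity gene as the whole cause. Only 83 of them were DE as sums, however, and 18 had another transcript more than 2-fold the other way. The 192 DE transcripts that are the only tested ones of their Trinity gene were not tested in this way. Alleles assembled as separate Trinity genes would keep their difference in such sums and stay open. Of the first 10 named genes, taf13, aste1, cldn7a and irge4 also passed as sums over the gene name. The sums of mhc2dab (0.20), mhc1zba (-0.01), tdp2b (0.59), sult6b1 (0.64), dhrs11a (0.30) and trim35-39 (0.32) did not. A genetic difference in regulation between the lines stays open and was not tested.

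The pools of a group also differ in kind, which the paper did not analyse: in 3 groups one was made from RNA and the other joined from the reads of single fish. In DAN control, R control and DAN infected, 3550 transcripts differed between them, 2719 higher and 831 lower in replicate 1, the RNA pool by the scaling factors of Table S1 and the pool joined from reads by the sample titles, by edgeR's quasi-likelihood test on re-joined counts (2844, 2131 and 713 among the 58200; at least 1581, without DAN infected replicate 2, and 1978 without DAN infected replicate 1, 2084 without DAN control replicate 1 and 2073 without DAN control replicate 2). Transcripts of another organism, such as bacteria, in the pools of replicate 1 are a candidate source of those higher there. These pools are the RNA pools only if Table S1 holds. Of 389 transcripts of enzymes shared with bacteria, 106 (27.2%) were higher, against 4.01% of all. The 2626 other transcripts of the same gene names had a median log2 difference of -0.0400 (-0.06 to -0.01), against 2.17 for the called ones. Trinity clusters with a called transcript of the name were left out of these 2626. Their low median was thus largely fixed in advance and cannot decide on this source. More mitochondria-rich tissue in replicate 1 is argued against by mitochondrial subunits that bacteria lack, with a median log2 difference of replicate 1 from replicate 2 of 0.27 (0.24 to 0.31) and 1 of 135 transcripts higher, although transcripts of the mitochondrial genome had a median of 2.12, and fewer eggs in the fish of replicate 1 (a median of -0.89 for egg coat genes) stay open, untested, where egg coat and mitochondrial genome were picked after their values were seen from 12 groups of gene names. Whether titles or Table S1 name the kinds rightly cannot be told apart. The R infected libraries lie nearer to R control replicate 2 by 0.51 (0.906 against 0.394), as the titles predict. The factors of Table S1 match all 8 libraries and name the kinds the other way. If the titles hold, each value above that is higher in replicate 1 is higher in the pools joined from reads. If Table S1 holds, replicate 1 of DAN control, R control and DAN infected is the pool of more fish. The replicate numbers would then not follow pool size. Totals go with Table S1, since a joined pool adds up the reads of single fish. They were 77.5, 56.7 and 85.1 M counts in replicate 2 of DAN control, R control and DAN infected. Replicate 1 had 39.2, 25.0 and 33.6 M, and the R infected libraries had 42.0 and 36.4 M. Depth thus differs along with the kind of pool, and its part in the 3550 transcripts was not tested.

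The counts of 13831 transcripts contradict the statistics beside them. The count columns sorted in another order than the identifiers are the candidate cause, since all 13831 (100%) had their own counts at the place that the 2 sort orders name. Statistics beside the wrong identifier are argued against by 501 displaced transcripts whose gene name also has undisplaced ones. Across them, the mean log2 CPM of the undisplaced transcripts correlated with the deposited statistic (Spearman's rho 0.246) and not with the counts beside it (0.00154). The difference was -0.244 (95% bootstrap interval over transcripts -0.375 to -0.115). Transcripts are not independent replicates in this comparison, and several can share a gene name. No biological explanation was tested.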

How the results depend on the processing

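Chosen only after the data were seen were the counts re-joined to their identifiers and the blocks for the kind of pool by Table S1 and by the sample titles, and every other alternative was set before.

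A majority of line differences lower in R and the absence of DE transcripts for infection were kept by edgeR under RLE size factors, all entries of the table as deposited, a check on the mean log2 CPM alone, the re-joined counts, the edgeR 4 and the robust quasi-likelihood methods, FDR below 0.05 alone, the additive model and one factor alone, with 599 to 861 DE transcripts between lines and 0 for each infection contrast fitted, which with the additive model and one factor alone is only that over both lines. No filter and the filter of more than 4 reads removed no transcript and so test nothing. An FDR below 0.05 alone gave the same calls as both thresholds together. The re-joined counts are the same counts under other identifiers and must give the numbers of all entries as deposited. Neither is therefore a further test. With DESeq2, 1165 transcripts differed between any groups, 1304 between lines, 675 between lines in controls and 783 in infected fish, and 54 with infection, 36 in DAN, 8 in R and 7 for the interaction; the cause was not tested. With the replicate number as a block, 353 differed between any groups and 330 between lines in infected fish. With a block for the kind of pool by Table S1 the counts were 1202 between any groups, 1264 between lines, 1178 in controls (883 higher in R, 295 lower), 538 in infected fish and 1444 (11 higher, 1433 lower) for the interaction, where the R infected libraries are of 1 kind. By the sample titles they were 1246, 1591 (902 higher in R, 689 lower), 1178, 491 and 0, so the interaction calls and the majority lower in R do not hold with both. Counts summed over Trinity genes gave 93 between any groups, 239 between lines, 76 in controls and 91 in infected fish, with fewer features tested (28336). At an FDR below 0.1 the count in infected fish was 347.

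Without 1 library the counts ran from 0 to 91 between any groups, 118 to 372 between lines, 0 to 95 in controls and 0 to 108 in infected fish, where fewer libraries leave fewer degrees of freedom, and stayed at 0 for infection. With 1 DAN library left out, whichever it was, most line differences were higher in R (54.6% to 72.9%, against 35.9% with all 8 libraries); the cause was not tested. The ratio of distances between and within lines ran from 1.27 to 1.53 and that for treatments from 0.936 to 0.968.

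With an estimated correlation the lists past the threshold were 0 between lines, 0 with infection, 0 in DAN, 0 in R and 0 for the interaction. With transcripts in place of gene sums they were 15 between lines, 12 in DAN and 19 in R. Without 1 library they were 4 to 14 between lines, 6 to 15 with infection, 4 to 12 in DAN, 10 to 15 in R and 7 to 17 for the interaction. Single calls of lists were kept in 45 of 46 cases under RLE size factors (lost: coagulation in R, 0.0563), 43 on all entries, 40 on the re-joined counts, 45 with the replicate number as a block and 46 with transcripts. Without 1 library 276 of 368 were kept, 79 lost and 13 reversed.

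Lists that reversed without 1 library had these lowest and highest adjusted p. In R, coagulation ran from 4.34e-05 to 0.501 (reversed at 0.172 without R control replicate 1 and 0.501 without R infected replicate 2), complement from 2.98e-09 to 0.501 (reversed at 0.0322 without R control replicate 1), extracellular matrix from 3.39e-06 to 0.995 (reversed at 0.942 without R control replicate 1) and retina and lens from 4.77e-28 to 0.411 (reversed at 3.49e-11 without R infected replicate 2). In DAN, complement ran from 1.10e-06 to 0.931 (reversed at 0.912 without DAN control replicate 2) and ovary from 7.12e-11 to 0.855. Between lines ovary ran from 2.44e-07 to 0.917, and with infection ovary from 2.91e-08 to 0.875 and retina and lens from 3.67e-23 to 0.527. For the interaction, pancreas ran from 2.11e-07 to 0.514, extracellular matrix from 4.65e-06 to 0.880 (reversed at 0.353 without DAN infected replicate 1) and ovary from 6.38e-11 to 0.697. The ovary reversed without DAN control replicate 1 in each of these, at the highest value.

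The 13 named genes called between lines kept their call with DESeq2, RLE size factors, the replicate block and the re-joined counts, and in 72 of the 76 fits without 1 library in which they passed the filter. With counts summed over transcripts of one gene name, 7 kept it, 5 lost it and mhc1zba reversed (-0.00913), while snx10a had 0.37 with infection and 0.56 in DAN, against negative changes of the transcripts. Of 53 named results that were not called, DESeq2 called 23 and the replicate block 2 (c7 and fgg). Among the families, TRIM lost its call on all entries (0.0660). The totals of 25008874 to 85077215 counts and 2 libraries per group limit what can be found: in simulated counts edgeR found 59 of 67 transcripts changed 4-fold between lines and 6 of 67 changed 2-fold, which need not hold for every transcript of the real data.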

Differences from the paper's values

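The comparison of the lines in controls as a reading of the paper's count was chosen only after the values were seen.

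The paper reports 205 DE genes when only differences between lines were considered, and 637 transcripts were DE between lines over both treatments here, at the paper's thresholds. Of the alternatives set before the data were examined, counts summed over Trinity genes (239) and the fits without DAN control replicate 2 (232), R control replicate 1 (255), R control replicate 2 (138), DAN infected replicate 1 (271) and DAN infected replicate 2 (166) lie within 1.5 times the paper's value. All entries of the table (752), the check on the mean log2 CPM alone (672), RLE size factors (599), no filter (637), more than 4 reads (637), the edgeR 4 (651) and robust (650) methods, the replicate block (935), the fits without DAN control replicate 1 (372), R infected replicate 1 (118) and R infected replicate 2 (128), the additive model (797), one factor alone (861), DESeq2 (1304), an FDR below 0.05 alone (637) and an FDR below 0.1 alone (898) do not. Contrasting the lines in controls alone gave 174 transcripts, and on all entries of the deposited table 205, the paper's value.

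The paper lists C7 and LECT2 among the DE genes, with P below 0.05 where it explains their choice. At that limit, without adjustment, 13 of 17 transcripts of c7 and 2 of 2 of lect2l pass between lines here, in the paper's direction, lower in R. The p that the authors deposited is from another test, edgeR's quasi-likelihood test of the 3 coefficients together. It ran from 0.00692 to 0.520 over the c7 transcripts, so only some pass, and was 0.0148 and 0.0204 for lect2l. At its thresholds for DE genes no transcript of c7 (smallest adjusted p between lines 0.109, edgeR's quasi-likelihood test) or lect2l (0.242) passed, and the authors' table marks none of them as DE. DESeq2 calls 4 and 2 of them (smallest adjusted p 0.00148 and 1.71e-04) and the replicate block 1 of c7 (0.0456).

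The paper states that CD4-1 was DE between infected and control fish in the transcriptome. Its log2 fold change with infection was 2.24 here, in the paper's direction, with an adjusted p of 0.835 from edgeR's quasi-likelihood test and of 4.92e-07 from DESeq2. The difference between lines was called (0.0116), also in the paper's direction.

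The paper selected FGG, IRGF1 and AHSA1B for a fold change above 2, without naming the comparison. On the log2 scale the 13 fgg transcripts reach 1.50 with infection in DAN and -1.67 between lines in infected fish, and ahsa1b reaches -1.24 between lines in controls, past that limit. The transcript of irgf1 stays within it in all 7 contrasts, with -0.86 between lines in infected fish as the largest.

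The paper names immunoglobulins among the major enriched families. None of the 6 B cell and immunoglobulin genes measured here had a DE transcript between groups (adjusted p = 1, one-sided Fisher's exact test), and this list, which also holds pigr, blk, xbp1 and cd79a, is not the paper's gene set, so that the 2 results are not directly comparable. MHC, the other family it names, was enriched here (9.37e-06 for class I and 0.0434 for class II).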

Other observations

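The genes named from DESeq2 and the share of the most abundant transcripts were picked only after the data were seen, and neither comes with a further test.

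The reference gene of the paper's qPCR, EF1a, is represented by 27 transcripts annotated as eef1a1. Their log2 fold changes lay between -0.37 and 0.41 for the lines and between -0.19 and 0.31 for infection, and 0 of them was DE by edgeR's quasi-likelihood test.

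Beside the genes at the top of edgeR's comparisons, DESeq2 called HPX, an acute phase gene for hemopexin (log2 fold change 2.41, adjusted p = 1.08e-04), cxcl11.7 (-1.45, 0.0452) and the clone-named si:dkey-205h13.2 (2.77, 2.53e-15, the smallest of this comparison) between infected and control fish. In R it called cyp51 of cholesterol synthesis (-2.57, 0.0421), and for the interaction the mucin gene muc5.1 (2.60, 0.0147).

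In R control replicate 1 the 100 most abundant transcripts took 45.3% of the counts, against 19.6% to 29.1% in the other libraries.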
